# Transcriptome analysis reveals molecular anthelmintic effects of procyanidins in *C*. *elegans*

**DOI:** 10.1371/journal.pone.0184656

**Published:** 2017-09-19

**Authors:** Verena Spiegler, Andreas Hensel, Jochen Seggewiß, Milena Lubisch, Eva Liebau

## Abstract

Worldwide, more than 1 billion people are affected by infestations with soil-transmitted helminths and also in veterinary medicine helminthiases are a severe threat to livestock due to emerging resistances against the common anthelmintics. Proanthocyanidins have been increasingly investigated for their anthelmintic properties, however, except for an interaction with certain proteins of the nematodes, not much is known about their mode of action. To investigate the anthelmintic activity on a molecular level, a transcriptome analysis was performed in *Caenorhabditis elegans* after treatment with purified and fully characterized oligomeric procyanidins (OPC). The OPCs had previously been obtained from a hydro-ethanolic (1:1) extract from the leaves of *Combretum mucronatum*, a plant which is traditionally used in West Africa for the treatment of helminthiasis, therefore, also the crude extract was included in the study. Significant changes in differential gene expression were observed mainly for proteins related to the intestine, many of which were located extracellularly or within cellular membranes. Among the up-regulated genes, several hitherto undescribed orthologues of structural proteins in humans were identified, but also genes that are potentially involved in the worms’ defense against tannins. For example, T22D1.2, an orthologue of human basic salivary proline-rich protein (PRB) 2, and *numr-1* (nuclear localized metal responsive) were found to be strongly up-regulated. Down-regulated genes were mainly associated with lysosomal activity, glycoside hydrolysis or the worms’ innate immune response. No major differences were found between the groups treated with purified OPCs versus the crude extract. Investigations using GFP reporter gene constructs of T22D1.2 and *numr-1* corroborated the intestine as the predominant site of the anthelmintic activity. The current findings support previous hypotheses of OPCs interacting with intestinal surface proteins and provide the first insights into the nematode’s response to OPCs on a molecular level as a base for the identification of future drug targets.

## Introduction

Worldwide, more than 1.5 billion people are affected by infestations with intestinal nematodes [1,2] and also in veterinary medicine, helminths pose a severe threat to livestock [3–5]. Commonly used effective drugs against these diseases include the benzimidazoles, pyrantel pamoate, ivermectin or levamisole [6–8], however, their number is limited and reports about emerging resistances are dramatic, especially in veterinary medicine [9,10]. Polyphenols, particularly condensed tannins, are a class of natural compounds that have recently been extensively investigated *in vitro* and *in vivo* for their anthelmintic activities (for reviews see [11–18]). Condensed and hydrolysable tannins have been reported to cause a variety of detrimental effects *in vitro* on different nematode species at different life stages. These include the inhibition of egg hatch, larval exsheathment, larval migration, feeding and larval development as well as lethal effects in adults (for review see [12,14,18]). Regarding their mode of action, tannins are known for their astringent properties and likely interact with certain proteins, especially those rich in proline or hydroxyproline, mainly via hydrogen bonding or hydrophobic interaction [19–25]. Several microscopic investigations have indicated that in particular the nematode cuticle, the buccal cavity and the intestine provided potential binding sites for tannins [12,26–34]. Also flavonoids, another major subgroup of polyphenols, exert direct anthelmintic effects in some cases [35–39] and no effect in others [33], depending on the exact flavonoid structure and the test system used [40–43]. Moreover, flavonoids have been shown to enhance the activity of tannins in a synergistic manner [38]. However, despite the intensive research in this field, there are hardly any investigations concerning the anthelmintic mode of action of polyphenolic compounds on a molecular level. Insights into the molecular mechanism would not only contribute to a better understanding of the anthelmintic effect of polyphenols, but might also lead to potential new and innovative targets for the development of novel anthelmintic drugs in the future. Therefore, the current study aims at investigating the molecular effects of a polyphenol rich extract and isolated procyanidins from the leaves of *Combretum mucronatum*, a plant traditionally used in West Africa for the treatment of intestinal helminthiasis [44], by transcriptome analysis using the model nematode *Caenorhabditis elegans*.

## Materials and methods

### Plant material and chemicals

Leaves from *C*. *mucronatum* were harvested in the Bosomtwi-Atwima-Kwanwoma area in the Ashanti region of Ghana, located between 0.15–2.25°W and 5.50–7.46°N (Campus of the Kwame Nkrumah University of Science and Technology, Kumasi), by a university technician between April and May 2011. *C*. *mucronatum* is a plant species widely distributed within West Africa. The plant is not endangered and not protected according to relevant international listings. For collection of the plant material no specific permission was required. The plant material was air dried for two weeks at room temperature after botanical identification and reference samples were stored at the Institute for Pharmaceutical Biology and Phytochemistry, Münster (voucher no. IPBP-324). If not stated otherwise, all chemicals were purchased from VWR (Darmstadt, Germany).

### Preparation of plant extracts and fractions

A hydroethanolic extract (1:1 v/v) was prepared in a drug-solvent ratio of 1:10 as described previously [45]. By bioassay-guided fractionation a fraction was obtained that entirely consisted of oligomeric procyanidins composed of epicatechin building blocks and which has been characterized previously [45]. Briefly, the crude extract was partitioned between ethyl acetate and water and a methanol soluble fraction of the aqueous partition was subsequently fractionated by MPLC on an RP-18 stationary phase (RP-18, 18–32 μm, 100 Å, 36 × 500 mm (BESTA Technik, Wilhelmsfeld, Germany), flow 4 mL/min, step gradient MeOH 10% (50 min) → MeOH 30% (2 h) → MeOH 50% (2 h) → MeOH (2 h), fraction size 16 mL). Subfraction “H3” (992–1152 mL, yield: 1.29 g) was used in the experiments. The anthelmintic activity of extract and fractions has been assessed using *C*. *elegans* as described in [45].

### Culture and treatment of *C*. *elegans*

Cultures of *C*. *elegans* wildtype (N2 Bristol strain) obtained from the Caenorhabditis Genetics Center, University of Minnesota, were maintained as described by [46] and grown at 20°C on petri dishes containing Nematode Growth Medium (NGM) supplemented with 800 μL of *Escherichia coli* OP50 strain as a food source [46]. Age synchronous cultures were obtained by alkaline bleaching (600 μL NaOCl solution (Sigma-Aldrich, Germany), 100 μL 10 M NaOH solution, 1300 μL H_2_O) for 7 minutes. Eggs were allowed to hatch overnight in M9 buffer [47], L1 larvae were transferred to fresh NGM plates seeded with *E*. *coli* OP50 and incubated at 20°C until the development to young adults. Test solutions were prepared in concentrations of 2 mg/mL, corresponding to the LC_10_ after 6 h of incubation, and its dilutions to 0.2 mg/mL and 0.02 mg/mL of fraction H3 and 0.2 mg/mL of the EtOH-H_2_O (1:1) extract in 10 mL M9. 100 μL DMSO were used as a solubilizer, therefore a solution of 1% DMSO was used as a negative control. The solutions were centrifuged for 1 min at 2000 × *g* and the supernatant was poured into a 75 cm^2^ tissue culture flask. Treatment of the worms for the qPCR experiment was performed accordingly, using 4 mL of test solution in a 25 cm^2^ tissue culture flask. Prior to treatment, worms were rinsed off the NGM plates and the worm suspension was washed three times with M9 buffer to remove remaining bacteria. Approximately 500 to 1000 worms were transferred to each tissue culture flask, and incubated for 6 h at 20° C. After the incubation time, worms were poured into a fresh 15 mL Falcon tube for centrifugation at 1500 × *g* for 2 min. The supernatant was removed, worms were washed once in M9, transferred to a 1.5 mL reaction tube and after removal of the supernatant, the tube containing the worm pellet was snap frozen in liquid nitrogen. The procedure was repeated twice to obtain three independent replicates. Both, the microarray as well as the qPCR experiments were conducted with three biological replicates per sample.

### RNA isolation

RNA was isolated using the RNeasy^®^ Mini Kit (Qiagen, Germany). In the first step, lysis of the worms was achieved by grinding the pellet in a total of 600 μL lysis buffer under repeated freezing in liquid nitrogen. Further isolation, including an on-column DNAse I digest (Qiagen, Germany), was performed according to the manufacturer’s instructions. For the qPCR samples, the on-column DNAse I digest was replaced by digestion of the eluted RNA using the Invitrogen™ Ambion™ TURBO DNA-*free* Kit (Thermo Scientific, USA) according to the manufacturer’s instructions.

### Transcriptome analysis

RNA concentration and purity were measured using a Nanodrop spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). RNA integrity was checked using an Agilent Bioanalyzer (software version B.02.07.SI532) on a RNA Nano Chip (both Agilent Technologies Inc., Santa Clara, CA, USA). Labelling and hybridization of the RNA were performed as described in the manufacturer’s Affymetrix GeneChip^®^ WT PLUS Reagent Kit. Fragmented and labeled library was hybridized to an Affymetrix Gene 1.0 ST *C*. *elegans* Array containing 28,305 genes and a total of 638,442 probes (24 probes per gene). Following hybridization, the arrays were washed and stained using the Affymetrix GeneChip Fluidics Station 450 and scanned using the Affymetrix GeneChip Scanner 3000 7G. After scanning, first quality analyses were made using the Affymetrix Expression Console (Affymetrix) and Partek Genomics Suite software (Partek Inc., St. Louis, MO, USA) to check the spike-in controls. Microarray data quality was checked as recommended by the manufacturer and by the quality metrics in the Partek Genomics Suite software (Partek Inc., St. Louis, MO, USA). Statistical analyses of microarray data were performed using the Partek Genomics Suite. CEL-files (containing raw expression measurements) were imported to Partek GS. The robust multi-array average (RMA) algorithm was used for normalization. The array data were quantile-normalized and log-2 transformed. For each probe, a one-way analysis of variance was performed: Y_ij_ = μ + Group_i_ + ε_ij_, where Y_ij_ represents the j^th^ observation on the i^th^ Group and μ is the common effect for the whole experiment. ε_ij_ represents the random error present in the j^th^ observation on the i^th^ Group. The errors ε_ij_ are assumed to be normally and independently distributed with mean 0 and standard deviation δ for all measurements [48]. For each probe, Fisher's least significant difference was tested to statistically compare the difference between the means of the groups´ expression measurements. A false-discovery-rate of ≤ 0.05 was used as a threshold for significance [49]. Only genes with a fold-change of ± 2.0 were regarded as significantly changed in expression. Raw data are available from Gene Expression Omnibus (accession number: GSE101680), processed data are given as supplementary file (S1 Table).

Gene ontology (GO) enrichment analysis and functional classification of genes was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; 6.8 Beta) [50,51].

WormBase (wormbase.org) was referred to regarding information about single genes and corresponding protein sequences.

### qPCR

First strand cDNA was synthesized from 1 μg of the digested RNA samples using oligo (dT) primers according to the manufacturer’s instructions (Transcriptor First Strand cDNA Synthesis Kit; Roche Applied Science, Germany). The relative gene expression was quantified for two of the most down-regulated genes, *pud-1*.*1* and *ugt-44*, and for two of the most up-regulated genes, T22D1.2 and F13E9.4. Primers were designed using the open software PerlPrimer v1.1.20 [52], double checked using the online tool Primer 3 v. 0.4.0 [53,54] and purchased from Eurofins Genomics (Ebersberg, Germany). *pmp-3* was used as the housekeeping gene and primer sequences were taken from [55]. A list of all primer sequences is given in Table 1.

**Table 1:** Overview of primers used for qPCR.

Gene	Sequence name	Direction	Sequence (5’ -> 3’)
*ugt-44*	F01D4.2	fwd	TATAATGTGACCCTTCTGTTGC
		rev	TTCCCGAGTTCATAACCCA
*pud-1*.*1*	F15E11.13	fwd	ATGTTGTGATGTTCCAGCC
		rev	CCTTTGTTATCCACTTCAGTTCTC
T22D1.2	T22D1.2	fwd	GGTAATGCTTCTCGTCGTCC
		rev	TCTGCAGAAAGATCCTGTGGT
F13E9.4	F13E9.4	fwd	AGTGTTCAAGCCCAATACATCC
		rev	CTTGTGTTTGACTGAATTCCCT
pmp-3*	C54G10.3	fwd	GTTCCCGTGTTCATCACTCAT
		rev	ACACCGTCGAGAAGCTGTAGA

*pmp-3 was used as the reference gene, its primer sequences were taken from [55].

Fwd: forward, rev: reverse.

RT-PCR was performed in a CFX96 Real-Time System (BioRad, Germany) using the iTaq™ Universal SYBR® Green Supermix (BioRad, Germany) and Hard-Shell® 96-Well PCR Plates (BioRad, Germany). Each well contained a total volume of 20 μL, including 1 μL forward and reverse primers at a final concentration of 400 nmol/L and 2 μL DNA template containing 10 ng cDNA or 2 μL of the respective -RT control. All samples were quantified in duplicate, -RT controls were applied once for every gene and sample. Additionally, no template controls containing 2 μL nuclease free H_2_O instead of the DNA template were applied once per gene. Cycling conditions were set as follows: Initial denaturation for 30 s at 95° C, followed by 40 cycles of 5 s at 95° C and 30 s at 60° C. After further 31 s at 65° C, the temperature was increased for 60 cycles by 0.5° C per 5 s cycle for melting curve analysis. The quantitative gene expression of treated versus untreated *C*. *elegans* was evaluated with the CFX Manager^TM^ software (Bio-Rad, Germany) based on the comparative C_T_ method and levels of gene expression were compared to the samples of the negative control (1% DMSO).

### GFP reporter gene construct and transgenic *C*. *elegans*

#### pT22D1.2+SP::GFP

A fragment of 2000 bp of T22D1.2 including the promotor region and the signal peptide (SP) which was determined using the online tool SignalP 4.1 [56] was amplified from *C*. *elegans* genomic DNA using the Finnzymes Phusion® High-Fidelity DNA Polymerase Kit (Thermo Scientific, USA). 95T22D1.2pSPBamS was used as forward primer (5’-CGACTCTAGAGGATCCTCTTTTT-TTACCAGAATGTTCA-3’), 95T22D1.2pSPKpnA (5’-TCATTTTTTCTACCGGTACCGGAGAA-GCAGTCTCACCAACT-3’) was used as reverse primer. The amplicon was cloned into pPD95.77, which is part of the Fire Lab *C*. *elegans* Vector Kit and was kindly provided by A. Fire. A solution of the pT22D1.2::GFP construct (80 μg/mL) and the pRF4 plasmid encoding *rol-6* (50 μg/mL) as a marker gene were co-injected into the germline of young adult *C*. *elegans* [57,58].

#### pT22D1.2::GFP

A fragment of 2000 bp including only the promotor region of T22D1.2 was amplified from *C*. *elegans* genomic DNA as described above using primers 95T22D1.2pSPBamS (forward; 5’-CGACTCTAGAGGATCC TCTTTTTTTACCAGAATGTTCA-3’) and 95T22D1.2PrKpnAS (reverse; 5’-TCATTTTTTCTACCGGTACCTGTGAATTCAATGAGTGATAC-3’). Strain JF88 mtEx63 [numr-1p::numr-1::GFP + rol-6(su1006)] was obtained from the Caenorhabditis Genetics Center at the University of Minnesota. The transgenic strains were treated as follows: Approximately 10 worms per well were incubated for 6 h in a 24-well-microtiter plate containing 500 μL of the crude hydro-ethanolic extract at concentrations of 0.2 mg/mL and 2 mg/mL or the negative control (1% DMSO in M9 buffer). Each treatment was performed in four replicates. GFP expression was analysed by fluorescence microscopy (Zeiss LSM 510, Zeiss, Germany).

## Results

### Transcriptome analysis

From the leaves of *Combretum mucronatum*, a herbal remedy which is widely used as anthelmintic remedy in West Africa [44], an extract was obtained which was strongly enriched with oligomeric procyanidins (OPC). By bioassay-guided fractionation of this extract, fraction H3 was obtained, which contained a mixture of oligomeric procyanidins, which recently have been characterized in detail [45]. 

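Total RNA of wild-type young adult worms kept for 6 h at 20 °C in the test solutions was hybridised to Affymetrix C. elegans Gene 1.0 ST arrays. There were 5 groups of 3 arrays: the control with 1% DMSO, fraction H3 at 0.02, 0.2 and 2 mg/mL (named H3 0.02, H3 0.2 and H3 2 here) and the crude extract RE. The paper gives 0.2 mg/mL for RE and the sample labels give 2 mg/mL, and the paper's concentration was used. The authors normalised the arrays with RMA, so that each value is a log2 expression value of 1 probe set. Of the 29317 probe sets, 25605 are assigned to 1 gene, 592 to several genes and 3120 to no named gene, and all were tested. Each treatment was compared with the control, the H3 concentrations with one another, and RE with H3 0.2 and H3 2, giving 9 comparisons from 1 limma fit over the 15 arrays. A probe set counted as higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold-change of at least 2. Gene groups were tested with limma's camera at a preset correlation of 0.01, adjusted over 44 lists. Of the 10 ways to split the 6 arrays of a comparison with the control, 3 or 4 called as many lists, the real one included. The number of arrays limits the precision of every value. A principal component with 52.0% of the variance separated the arrays into 2 sets, A with 8 arrays (numbered 1 to 10 in S1 Table) and B with 7 (numbered 11 to 18). The control, H3 0.02 and H3 2 each have 2 arrays in set A and 1 in set B, whereas H3 0.2 and RE each have 1 in set A and 2 in set B. Leaving out replicate 3 of the control, H3 0.02 or H3 2 removes that group's only array of set B. A difference between the sets then enters the comparison. Set B had lower values for 88 of 174 cuticle collagens (median log2 difference −1.02), 11 of 19 intestine markers (median −1.27) and 7 of 9 major sperm proteins (median −1.32), and higher values for 10 of 21 germline and oocyte markers (median 0.94). A fit with the array set as a block was therefore added after the data had been seen. The block leaves the log2 fold-changes of H3 0.02 and H3 2 against the control unchanged, since these groups are spread over the sets alike, so that blocked values are given for genes that passed at H3 0.2 or RE. Within set B, another component with 5.25% of the variance set H3 0.2 replicate 3 and RE replicate 3 apart. They lay at −38.12 and −33.62 on it, and the other arrays of set B at 7.93 to 15.56. The block does not remove that difference from the comparisons of H3 0.2 and RE with the control. Fitting only the 6 arrays of 2 groups ended many calls. For comparisons with the control, named genes are given with that adjusted p where it did. Between H3 2 and H3 0.02 it ended every call. Where 1 of the groups compared lies below the median of every array (3.54 to 3.65), it was not shown to be above background, and the fold-change is at best a lower bound. Where both do, neither was, and the size of the fold-change is not settled.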

All microarray results were conducted with three biological replicates per sample. As shown in Fig 1, treatment with the OPC enriched fractions or the crude hydro-ethanolic extract caused a considerable change in the transcriptome of all treated groups. 

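T22D1.2, an orthologue of human salivary proline-rich proteins, had a log2 expression value of 2.52 ± 0.26 (SD, n = 3) in the control, 7.02 ± 1.27 at H3 0.02, 10.66 ± 0.59 at H3 0.2 and 12.398 ± 0.19 at H3 2. Its log2 fold-change against the control was 4.49 (adjusted p = 0.000487 from limma, or 0.0927 with only the 6 arrays compared), 8.14 (adjusted p = 1.65e-06; 8.38 with the array set as a block) and 9.88 (adjusted p = 2.08e-07) at the 3 concentrations. T22D1.21 had log2 fold-changes of 1.17 (adjusted p = 0.353, or 0.0326 with the replicate number as a block), 4.02 (adjusted p = 0.000129; 4.26 with the block) and 6.26 (adjusted p = 1.61e-06). At H3 0.02, 89 probe sets were higher and 94 lower than in the control. At H3 0.2, 135 were higher and 188 lower, and at H3 2, 195 were higher and 264 lower. With the array set as a block, more were higher than lower at H3 0.2. Between H3 2 and H3 0.02 themselves, 9 probe sets were higher and 2 lower at the higher concentration, among them T22D1.2 (log2 difference 5.38, 95% confidence interval 4.33 to 6.43, adjusted p = 0.000578), T22D1.21 (5.09, adjusted p = 0.000284), Y38H6A.1 (2.21, adjusted p = 0.000855), C36F7.22 (1.82, adjusted p = 0.000578) and W03G1.5 (1.64, adjusted p = 0.000578). None of these 11 differences passed with only the 6 arrays of the 2 groups fitted. No probe set passed limma's test between H3 0.2 and H3 0.02, where 823 had an unadjusted p under 0.05, or between H3 2 and H3 0.2, where 1216 had. The test named in the paper's methods and limma with an intensity trend also gave 0 for both, and the fit with the block gave 2 for each. The 183 probe sets at H3 0.02 became 1.2e+02 (2 digits given) without control replicate 2 and 408 with the block. The 323 at H3 0.2 became 209 and 214 without control replicates 1 and 2, 210 without H3 0.2 replicate 3 and 651 with the block, and the 459 at H3 2 became 290 without control replicate 1 and 907 with the block. The 11 between H3 2 and H3 0.02 became 5 without H3 2 replicate 1, 7 without H3 2 replicate 2 or H3 0.02 replicate 1 or 3, 38 with the block, and 0 when only the 6 arrays of these groups were fitted. With only the 6 arrays compared, the counts against the control were 38 at H3 0.02 (29 higher and 9 lower), 94 at H3 0.2 (54 and 40) and 160 at H3 2 (82 and 78). The near-even split at H3 0.02 (48.6% higher) also moved with single arrays, to 87 higher and 158 lower (35.5% higher) without control replicate 3 and to 60.2% higher of 176 without H3 0.02 replicate 3. Without H3 0.02 replicate 3, 1 probe set passed between H3 0.2 and H3 0.02. Control replicate 3 and H3 0.02 replicate 3 are the only arrays of set B in their groups. Without either, a difference between the sets enters the comparison, and these changes cannot be told apart from it.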

The number of differentially regulated genes increased with an increase in the concentration of the respective treatment: While “only” 157 genes were up- or down-regulated vs the negative control at 0.02 mg/mL of fraction H3, at 0.2 mg/mL the number increased to 263 and finally to 347 genes at 2 mg/mL. 231 genes were differentially regulated in the group treated with crude extract (RE) at 0.2 mg/mL.

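In worms treated with RE, F13E9.8 had a log2 expression value of 7.69 ± 0.37 (SD, n = 3) against 2.89 ± 0.49 in the control, a log2 fold-change of 4.80 (adjusted p = 4.91e-07 from limma; 4.87 with the array set as a block). pme-4, which encodes a poly(ADP-ribose) glycohydrolase, went from 4.48 ± 0.03 to 8.94 ± 0.71 (log2 fold-change 4.46, adjusted p = 9.05e-05; 4.74 with the block). comt-5, of the catechol-O-methyltransferase family, went from 2.36 ± 0.32 to 5.56 ± 0.04 (log2 fold-change 3.19, adjusted p = 5.4e-05; 3.16 with the block). The nuclear hormone receptor nhr-99 fell by 2.13 on the log2 scale (adjusted p = 0.00326; −1.98 with the block) and T23F4.3 fell by 2.26 (adjusted p = 0.00325; −2.16 with the block), but with only the 6 arrays compared the adjusted p was 0.0846 for both. RE gave 117 higher and 157 lower probe sets. This total of 274 became 191 without control replicate 1, 437 without control replicate 3, 92 with only the 6 arrays compared, 23 in set B alone, 483 in set A alone and 607 with the block. At the concentration matched by the paper, 246 of the 274 also passed at H3 0.2, all in the same direction, where independent lists would share 1.55. Both comparisons use the same 3 control arrays, so that part of the excess can come from the control. In 100 simulations with unchanged groups against it, the highest number in common was 0. Most of the simulations called nothing, and a shift common to the 3 control arrays could not appear in them. The 0 therefore does not tell how large that part is. Replicate 3 of H3 0.2 and of RE also stood apart together within set B. Whether this adds to the number in common was not tested.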

**Fig 1:**
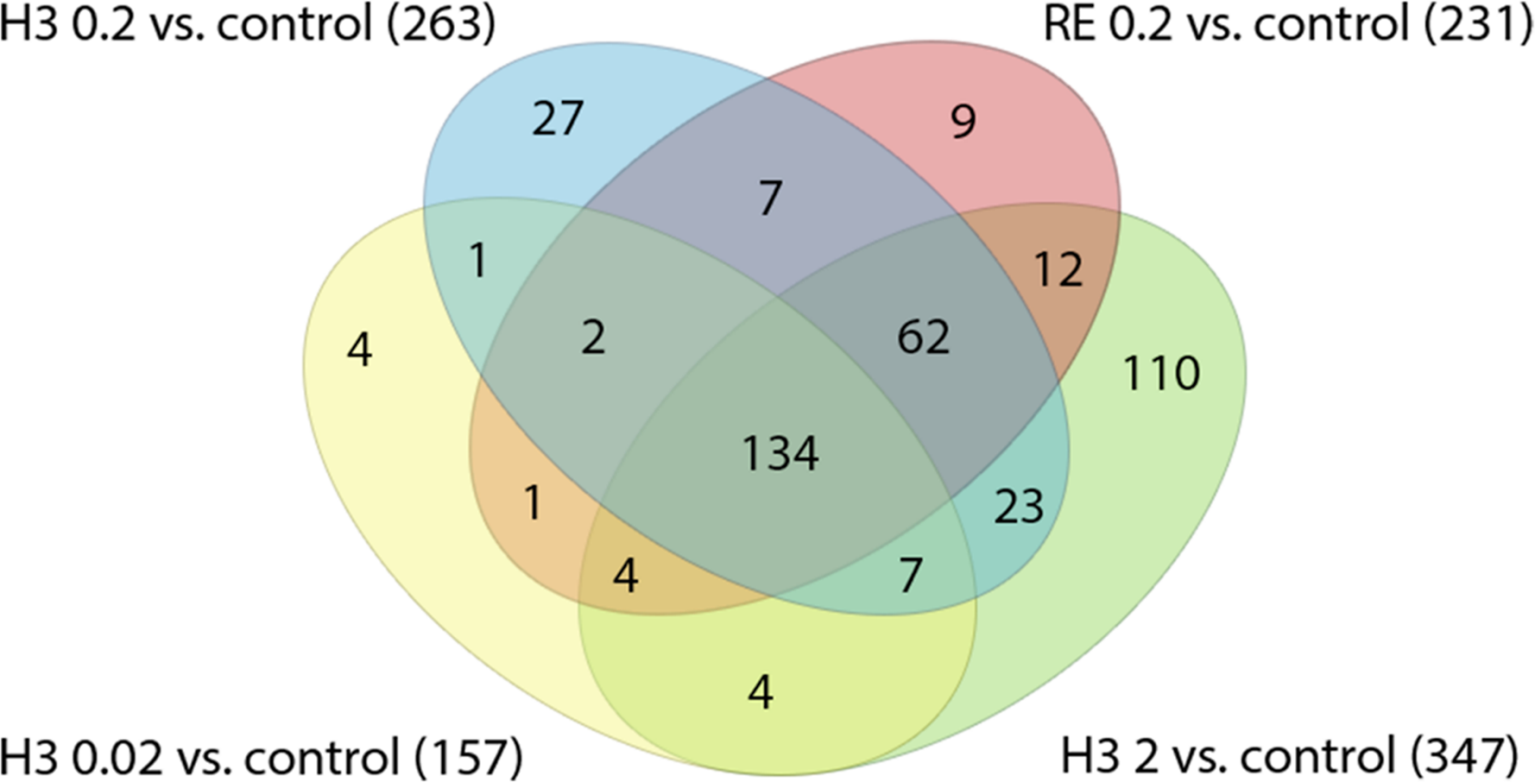
Venn diagram showing the number of differentially regulated genes per treatment vs. the untreated negative control (DMSO 1%). H3: OPC enriched fraction “H3”; RE: crude extract (ethanol: water 1:1). 0.02, 0.2 and 2: concentrations of 0.02 mg/mL, 0.2 mg/mL and 2 mg/mL resp., per treatment. Numbers in brackets indicate the number of differentially regulated genes per group.

To identify the worm’s key responses to the tannin treatment, further analysis of the data focused on the 134 genes that were differentially expressed in all treatment groups compared to the control (S2 Table). 

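K01A6.4 was higher in all 4 treatments, with log2 fold-changes of 3.66 at H3 0.02, 3.70 at H3 0.2, 4.42 at H3 2 and 4.26 for RE (adjusted p = 1.61e-06 at H3 2 from limma; 3.88 and 4.45 at H3 0.2 and RE with the array set as a block). Y38E10A.14 was at 5.36 ± 0.59 (SD, n = 3) in the control and 10.02 ± 0.38 at H3 2, and its log2 fold-changes were 4.17, 4.42, 4.66 and 4.24 (adjusted p = 5.53e-05 at H3 2; 4.74 and 4.55 with the block). The cytochrome P450 gene cyp-34A9 was lower in all 4 treatments, at 7.83 ± 0.18 in the control and 5.80 ± 0.35 at H3 2, with log2 fold-changes of −1.68, −2.08, −2.03 and −1.99 (adjusted p = 0.00011 at H3 2; −1.97 and −1.87 with the block). In total, 164 probe sets passed in all 4 treatments, 76 of them higher and 88 lower. None of the 522 that passed in at least 1 treatment passed in opposite directions in 2 treatments. Of the 459 that passed at H3 2, 456 had the same sign at H3 0.02, whether or not they passed there. The median log2 fold-change of the 76 was 2.25 at H3 0.02, 2.34 at H3 0.2, 2.49 at H3 2 and 2.25 for RE, and that of the 88 was −1.47, −1.65, −1.77 and −1.66. The number fell to 108 without control replicate 1 and 109 without control replicate 2, and was 351 with the block, which held 163 of the 164. All 4 comparisons use the same 3 control arrays, too few to divide among them, so that part of the overlap can come from the shared control. In 100 simulations with unchanged groups against a shared control, the highest number shared was 0, and independent lists would share 0.000295. The simulations removed the group means and shuffled the arrays across the 2 sets, and most of them called nothing. A shift common to the 3 control arrays could not appear in them. The 0 therefore does not tell how much overlap the control could cause. The median correlation of the log2 fold-changes between comparisons, 0.775, was reached in 25 of these simulations (median 0.51, highest 0.903), and the median covariance was 0.135 against a simulated median of 0.0418 and a highest of 0.242.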

Annotation clustering was performed for all of the 134 key genes as well as for the down-regulated or up-regulated genes respectively, using DAVID; 6.8 beta [50,51]. 

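spp-3, a saposin-like protein, was at a log2 expression value of 8.56 ± 0.25 (SD, n = 3) in the control and 6.33 ± 0.14 at H3 2. Its log2 fold-change was −1.49 at H3 0.02, −1.90 at H3 0.2, −2.23 at H3 2 (adjusted p = 1.43e-05 from limma) and −1.87 for RE. spp-1 went from 8.56 ± 0.10 to 7.14 ± 0.36 at H3 2, and fell by 1.53, 1.48, 1.42 and 1.16 on the log2 scale in the same order. Of 28 saposin-like genes, some of which encode proteins that kill bacteria, 6 fell at H3 0.02, 6 at H3 0.2, 7 at H3 2 and 6 for RE, and none rose (6, 7, 7 and 7 fell when adjusted over the list alone). The list's adjusted p from camera was 6.26e-08 at H3 2 and 3.6e-09 for RE, and adjusted p = 0.0203 and 0.0118 with an estimated correlation. This list and that of the lipases below follow genes the paper picked from these arrays, so their p-values are no independent evidence. The lysosomal lipase gene lipl-1 went from 6.78 ± 0.87 in the control to 3.78 ± 0.32 at H3 2, with log2 fold-changes of −2.84, −2.95, −2.9999 (adjusted p = 0.000889) and −3.21; at H3 2 the difference was −3.57 in set A and −1.86 in set B. Of 8 lysosomal lipase genes, 2 fell at H3 0.02, H3 0.2 and for RE and 4 at H3 2 (3, 3, 3 and 4 when adjusted over the list alone; camera's adjusted p = 0.000219 at H3 2, and 0.0203 with an estimated correlation). fmo-2, a flavin-containing monooxygenase induced by fasting, fell by 2.39, 2.92, 2.63 (adjusted p = 3.18e-05) and 2.52. Of 15 genes of the fasting response, a list that shares the lipases, 3, 3, 5 and 3 fell (4, 4, 5 and 4 when adjusted over the list alone; adjusted p = 0.0286 at H3 2 with an estimated correlation). elo-5, an elongase of branched-chain fatty acids, fell at H3 2 by 2.26 (adjusted p = 0.000288), and far-8, a fatty acid and retinol binding protein, by 2.04 (adjusted p = 6.94e-05). With them, 2 of 16 elongase and desaturase genes and 2 of 8 far genes fell at H3 2, the latter 1 without H3 2 replicate 2 or control replicate 3 (adjusted p = 0.281 and 0.423 with an estimated correlation). At H3 0.2 and RE, the block gave −1.91 and −1.88 for spp-3, −1.57 and −1.25 for spp-1, −2.82 and −3.07 for lipl-1, and −2.93 and −2.53 for fmo-2. Markers of the intestine had a median log2 fold-change of −0.09, −0.29, −0.13 and −0.45 in the 4 treatments, and of −0.01 and −0.18 with the block at H3 0.2 and RE. With only the 6 arrays compared, the adjusted p was 0.154, 0.0931, 0.0574 and 0.0663 for lipl-1 in the 4 treatments, 0.0565, 0.0561 and 0.0671 for spp-1 at H3 0.02, H3 2 and RE, and 0.0949 for spp-3 at H3 0.02. The 6 saposin-like genes at H3 0.02 became 3 without control replicate 1 or 2 or H3 0.02 replicate 2, the 2 lipases at H3 0.02 became 1 without control replicate 1 or 2, and the 3 fasting genes for RE became 5 without control replicate 3.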

As shown in Table 2, Cluster 1 (enrichment score 3.47) comprised genes associated with hydrolase function and lipid metabolism, followed by Cluster 2 (enrichment score 3.28) containing lysosome associated genes and Cluster 3 (enrichment score 2.48) containing genes related to saposin-like proteins. 

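cpr-1 and cpr-2 encode cathepsin B-like cysteine peptidases. The expression of cpr-2 was 6.90 ± 0.56 (SD, n = 3) on the log2 scale in the control and 3.42 ± 0.26 at H3 2, and its log2 fold-change was −3.17 at H3 0.02, −3.12 at H3 0.2, −3.48 at H3 2 (adjusted p = 0.000138 from limma) and −3.11 for RE. cpr-1, at 10.95 ± 0.22 in the control, was at 9.39 ± 0.20 at H3 0.2, 8.59 ± 0.21 at H3 2 and 9.31 ± 0.18 for RE, and fell by 1.55, 2.35 and 1.63 (adjusted p = 8.91e-06 at H3 2). Its fall of 1.03 at H3 0.02 did not pass without control replicate 2 or H3 0.02 replicate 1 or 2 (−1.02 to −0.92), and its difference between H3 2 and H3 0.02 was −1.32 (adjusted p = 0.0142), which did not pass without H3 2 replicate 1 or 3 or H3 0.02 replicate 2 or 3 (−1.33 to −1.22). cpr-3 fell by 1.67, 1.99, 1.95 and 2.03 in the 4 treatments (adjusted p = 0.000572 at H3 2). Fitting only the 6 arrays compared gave an adjusted p of 0.172 for cpr-1 and 0.0725 for cpr-2 at H3 0.02, 0.0936 for cpr-3 at H3 0.2, and 0.552 for cpr-1 between H3 2 and H3 0.02. With the array set as a block, H3 0.2 and RE gave −3.21 and −3.20 for cpr-2, −1.59 and −1.66 for cpr-1 and −1.89 and −1.93 for cpr-3. Of 12 cathepsin-type cysteine peptidase genes, 3 fell at H3 0.02 and 4 in each other treatment, and none rose (4 fell in each when adjusted over the list alone). Camera's adjusted p was 4.88e-05, 5.03e-06, 3.31e-05 and 2.26e-05, and with an estimated correlation adjusted p = 0.069, 0.0404, 0.0593 and 0.0644. As the list follows genes the paper picked from these arrays, these p-values are no independent evidence.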

Annotation Cluster 4 (enrichment score 2.37) was predominantly composed of cysteine peptidase associated genes. Further Clusters were not considered as they did not contain GO terms of a *p*-value < 0.05. However, 21 out of the 134 genes were associated with the UniProt Keyword “Membrane/Transmembrane” and GO term “integral component of membrane”.

**Table 2:** Functional annotation clusters including up- and down-regulated genes obtained by DAVID.

**Annotation Cluster 1**	**Enrichment Score: 3.47**			
Category	Term	Count	PValue	Benjamini
UP_KEYWORDS	Hydrolase	15	1.3E-4	3.3E-3
GOTERM_MF_DIRECT	hydrolase activity	15	2.3E-4	1.7E-2
GOTERM_BP_DIRECT	lipid metabolic process	7	1.3E-3	3.5E-2
**Annotation Cluster 2**	**Enrichment Score: 3.28**			
Category	Term	Count	PValue	Benjamini
GOTERM_CC_DIRECT	lysosome	6	6.4E-6	1.2E-4
KEGG_PATHWAY	Lysosome	5	2.4E-3	6.7E-3
UP_SEQ_FEATURE	signal peptide	4	9.6E-2	9.1E-1
**Annotation Cluster 3**	**Enrichment Score: 2.48**			
Category	Term	Count	PValue	Benjamini
INTERPRO	Saposin B	4	5.6E-4	3.6E-2
INTERPRO	Saposin-like	4	6.1E-4	2.7E-2
SMART	SapB	3	4.0E-3	3.7E-2
UP_KEYWORDS	Disulfide bond	7	9.1E-2	7.0E-1
**Annotation Cluster 4**	**Enrichment Score: 2.37**			
Category	Term	Count	PValue	Benjamini
GOTERM_CC_DIRECT	lysosome	6	6.4E-6	1.2E-4
SMART	Pept_C1	4	1.5E-4	2.8E-3
INTERPRO	Peptidase C1A, papain C-terminal	4	5.6E-4	3.6E-2
INTERPRO	Peptidase C1A, papain	4	5.6E-4	3.6E-2
GOTERM_MF_DIRECT	cysteine-type endopeptidase activity	4	1.8E-3	4.4E-2
INTERPRO	Cysteine peptidase, histidine active site	3	2.7E-3	6.9E-2
GOTERM_BP_DIRECT	proteolysis involved in cellular protein catabolic process	4	4.5E-3	8.7E-2
INTERPRO	Cysteine peptidase, cysteine active site	3	5.0E-3	1.0E-1
GOTERM_MF_DIRECT	cysteine-type peptidase activity	4	5.8E-3	1.0E-1
GOTERM_CC_DIRECT	extracellular space	5	1.4E-2	8.3E-2
GOTERM_BP_DIRECT	proteolysis	4	3.6E-1	9.5E-1
UP_KEYWORDS	Protease	3	3.7E-1	9.8E-1
GOTERM_MF_DIRECT	peptidase activity	3	4.0E-1	9.9E-1
**Annotation Cluster 5**	**Enrichment Score: 1.20**			
Category	Term	Count	PValue	Benjamini
INTERPRO	Glycoside hydrolase, catalytic domain	3	5.7E-2	6.2E-1
GOTERM_BP_DIRECT	carbohydrate metabolic process	4	6.2E-2	4.8E-1
INTERPRO	Glycoside hydrolase, superfamily	3	6.9E-2	6.1E-1
**Annotation Cluster 6**	**Enrichment Score: 1.06**			
Category	Term	Count	PValue	Benjamini
GOTERM_CC_DIRECT	intracellular membrane-bounded organelle	4	8.3E-3	7.6E-2
GOTERM_MF_DIRECT	glucuronosyltransferase activity	3	6.2E-2	6.1E-1
GOTERM_BP_DIRECT	flavonoid biosynthetic process	3	6.3E-2	4.4E-1
GOTERM_BP_DIRECT	flavonoid glucuronidation	3	6.3E-2	4.4E-1
INTERPRO	UDP-glucuronosyl/UDP-glucosyltransferase	3	6.6E-2	6.3E-1
GOTERM_MF_DIRECT	transferase activity, transferring hexosyl groups	3	9.1E-2	6.9E-1
UP_KEYWORDS	Transferase	7	4.7E-1	9.9E-1
GOTERM_MF_DIRECT	transferase activity	6	5.9E-1	1.0E0
**Annotation Cluster 7**	**Enrichment Score: 0.64**			
Category	Term	Count	PValue	Benjamini
GOTERM_BP_DIRECT	oxidation-reduction process	6	1.8E-1	8.0E-1
UP_KEYWORDS	Oxidoreductase	4	2.6E-1	9.5E-1
GOTERM_MF_DIRECT	oxidoreductase activity	5	2.6E-1	9.6E-1
**Annotation Cluster 8**	**Enrichment Score: 0.53**			
Category	Term	Count	PValue	Benjamini
UP_SEQ_FEATURE	signal peptide	4	9.6E-2	9.1E-1
UP_SEQ_FEATURE	glycosylation site:N-linked (GlcNAc. . .)	3	3.3E-1	9.6E-1
UP_KEYWORDS	Glycoprotein	3	8.2E-1	1.0E0
**Annotation Cluster 9**	**Enrichment Score: 0.18**			
Category	Term	Count	PValue	Benjamini
KEGG_PATHWAY	Metabolic pathways	5	3.3E-1	9.8E-1
UP_KEYWORDS	Zinc	5	6.4E-1	1.0E0
GOTERM_MF_DIRECT	zinc ion binding	5	7.3E-1	1.0E0
UP_KEYWORDS	Metal-binding	6	8.5E-1	1.0E0
GOTERM_MF_DIRECT	metal ion binding	7	9.1E-1	1.0E0
**Annotation Cluster 10**	**Enrichment Score: 0.04**			
Category	Term	Count	PValue	Benjamini
GOTERM_CC_DIRECT	integral component of membrane	21	7.6E-1	9.9E-1
GOTERM_CC_DIRECT	membrane	20	8.7E-1	1.0E0
UP_KEYWORDS	Transmembrane helix	21	1.0E0	1.0E0
UP_KEYWORDS	Transmembrane	21	1.0E0	1.0E0
UP_KEYWORDS	Membrane	21	1.0E0	1.0E0

Interestingly, regarding the non-clustered functional annotation (S3 Table), 53 of the 134 genes were related to the UniProt keyword “Signal” (*p*-value 1.2*10^−9^) suggesting them to be either secreted proteins or part of a membrane. The number of genes associated with this keyword was more or less equally distributed between the up- and down-regulated genes (20 vs. 33 genes, respectively). Further enriched terms mainly included the innate immune response, hydrolases, lipid metabolism, unspecified “metabolic processes” and the lysosome.

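Among C-type lectin genes, clec-166 was lower in all 4 treatments, at 5.18 ± 0.57 (SD, n = 3) on the log2 scale in the control and 3.42 ± 0.16 at H3 2 (log2 fold-change −1.77, adjusted p = 0.000722 from limma; −1.44, −1.61 and −1.75 at H3 0.02, H3 0.2 and RE). The lysozyme gene lys-4 went from 8.17 ± 0.32 to 5.127 ± 0.24 at H3 2 (log2 fold-change −3.05, adjusted p = 3.18e-05), with −2.22 at H3 0.2 and −2.07 for RE. The caenacin gene cnc-11, of a family of antimicrobial peptides, rose from 3.58 ± 0.47 to 5.68 ± 0.28 at H3 2, with log2 fold-changes of 1.61, 1.90, 2.09 (adjusted p = 0.000588) and 1.63. nlp-26, of another family of such peptides, had 2.76 at H3 2 (adjusted p = 0.0023) and 2.44 for RE (2.74 with the array set as a block). The block gave −1.52 and −1.66 at H3 0.2 and RE for clec-166, −2.25 and −2.10 for lys-4, and 1.90 and 1.64 for cnc-11. The calls of clec-166 did not pass with only the 6 arrays compared (adjusted p = 0.277, 0.13, 0.0817 and 0.119 in the 4 treatments), nor did those of cnc-11 at H3 0.02, H3 0.2 and RE (0.13, 0.105 and 0.103). Of 22 antimicrobial peptide genes, 1, 3, 3 and 3 rose at H3 0.02, H3 0.2, H3 2 and RE and none fell (3, 4, 3 and 3 rose when adjusted over the list alone; camera's adjusted p = 0.442 at H3 2), and the 1 at H3 0.02 became 2 without H3 0.02 replicate 3. Of 16 lysozyme genes, 2 rose and 2 fell at H3 2 (camera's adjusted p = 0.88), with 1 rising without H3 2 replicate 1 or 2 or control replicate 2. Of 250 C-type lectin genes, 11 fell and 1 rose at H3 2 (11 fell when adjusted over the list alone; camera's adjusted p = 0.601), and the 11 became 6, 5 and 7 without H3 2 replicates 1, 2 and 3 and 5 and 3 without control replicates 1 and 2, and the 1 became 2 without H3 2 replicate 3. Of 13 immune genes that the study chose from these arrays, which is no independent evidence of their direction, 9 fell and 4 rose in all 4 treatments. At H3 0.02 these were 5 that fell without control replicate 2 or H3 0.02 replicate 2, and 2 that rose without either of those arrays and 1 without H3 0.02 replicate 1, and for RE 2 that rose without RE replicate 1.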

Several genes out of the above mentioned clusters (*cpr-3*; *spp-1*, *spp-2*, *spp-3* and *ugt-44* respectively) were additionally identified to be part of the worm’s innate immune response among other differentially expressed genes, such as C-type lectins (*clec-166*, *clec-4*), the caenacin *cnc-11*, the infection response gene *irg-2*, lysozyme *lys-2*, a glutathione-S-transferase (*gst-24*), invertebrate lysozyme *ilys-2*, and *dod-17* (“Downstream Of DAF-16”).

Separate annotation clustering of the down-regulated genes led to an enrichment of very similar terms as obtained for the complete set of differentially regulated genes (S4 Table). Again, genes were related to the lysosome (Cluster 1, ES: 4.95), saposin-like proteins (Cluster 2, ES: 3.29) and cysteine peptidases (Cluster 3, ES: 2.12). Also, the InterPro terms “glycoside hydrolysis” as well as “UDP-glucuronosyl/UDPglucosyltransferase” were significantly enriched. 

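Other parts of the lysosome were measured by lists of 17 aspartyl proteases and 20 subunits of the vacuolar ATPase, the pump that acidifies lysosomes. None of the 17 and none of the 20 passed limma's test in the 4 treatments or the test named in the paper's methods. At an unadjusted p under 0.05, 4 aspartyl proteases were higher and 2 lower at H3 2 and 3 were higher and 4 lower for RE, and 0 subunits of the ATPase were in either treatment. Without control replicate 3, 1 aspartyl protease fell at H3 0.02 and 1 for RE. These counts are from fits without the array set as a block, and the 20 subunits had a median log2 difference of −0.477 in set B.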

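UDP-glucuronosyltransferases attach sugars to small molecules such as toxins. ugt-12 was at a log2 expression value of 6.57 ± 0.14 (SD, n = 3) in the control and 4.63 ± 0.16 at H3 2, and fell by 1.53, 1.74, 1.94 (adjusted p = 1.56e-05 from limma) and 1.79 on the log2 scale at H3 0.02, H3 0.2, H3 2 and RE. ugt-44, on chromosome IV of the WBcel235 genome from 10469741 to 10471899, went from 5.61 ± 0.40 to 3.603 ± 0.34 at H3 2, and its log2 fold-changes were −1.94, −2.09, −2.0025 (adjusted p = 0.000305) and −2.14. With the array set as a block, the values at H3 0.2 and RE were −1.73 and −1.77 for ugt-12 and −2.01 and −2.06 for ugt-44. Of 67 measured ugt genes, 4 fell at H3 0.02, 7 at H3 0.2, 7 at H3 2 and 6 for RE (4, 9, 9 and 9 when adjusted over the list alone). ugt-29 rose at H3 2 by 1.78 (adjusted p = 0.0382), which did not pass without H3 2 replicate 1 or 2 or any 1 control array (1.58 to 1.91). With only the 6 arrays compared, its adjusted p was 0.112, and that of ugt-44 at H3 0.02 was 0.0676. The list's adjusted p from camera was 0.0304, 6.37e-05, 0.000533 and 0.00261, and with an estimated correlation adjusted p = 0.473, 0.189, 0.281 and 0.287. The 7 at H3 0.2 became 4 without control replicate 1 or H3 0.2 replicate 2, and the 6 for RE became 3 without control replicate 1 or RE replicate 2.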

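The probe set shared by pud-1.1 and pud-1.2 had a log2 expression value of 11.08 ± 0.69 (SD, n = 3) in the control, 8.06 ± 1.00 at H3 0.02, 6.36 ± 0.90 at H3 0.2, 5.45 ± 0.12 at H3 2 and 6.39 ± 0.47 for RE. Its log2 fold-changes were −3.03 (adjusted p = 0.0155 from limma), −4.73 (adjusted p = 0.000441), −5.64 (adjusted p = 7.24e-05) and −4.69 (adjusted p = 0.000418), with −5.99 in set A and −4.93 in set B at H3 2. pud-3, on chromosome V from 2324634 to 2325152, went from 5.35 ± 1.26 in the control to 2.15 ± 0.27 at H3 2, with log2 fold-changes of −2.91 at H3 0.2, −3.20 (adjusted p = 0.00208) at H3 2 and −3.02 for RE. The block gave −4.47 and −4.44 at H3 0.2 and RE for pud-1.1 and pud-1.2, and −2.82 and −2.93 for pud-3. Of the 4 pud genes or pairs measured, 2 fell at H3 0.02, 3 at H3 0.2, 4 at H3 2 and 3 for RE (4 in each when adjusted over the list alone; camera's adjusted p = 1.96e-15 at H3 2, and 0.0234 with an estimated correlation). Camera took 6 probe sets here, with the 2 of pud-1.1 and pud-1.2 as separate members, which can make its p-value too small. The pud list also follows genes the paper picked from these arrays, so that this p-value is no independent evidence. pud-4 passed at H3 2 alone (−3.27, adjusted p = 0.0266), and did not without H3 2 replicate 1 or 3 or control replicate 1 or 2 (−3.25 to −2.82). Its values in replicate 3 of H3 0.2 and RE, which stood apart within set B, were 5.03 and 4.71. They lay near control replicate 3 (4.96), whereas replicate 2 of these groups had 2.55 and 2.67. At H3 0.02, pud-1.1 and pud-1.2 did not pass without control replicate 1 or 2 (−2.84 and −2.81), nor pud-3 (log2 fold-change −2.74) without control replicate 1 or H3 0.02 replicate 1 or 2 (−2.80 to −2.65). Fitting only the 6 arrays compared gave adjusted p-values of 0.228 for pud-1.1 and pud-1.2 at H3 0.02, of 0.33, 0.202, 0.107 and 0.181 for pud-3 in the 4 treatments, and of 0.106 for pud-4 at H3 2.

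**Figure D1:**
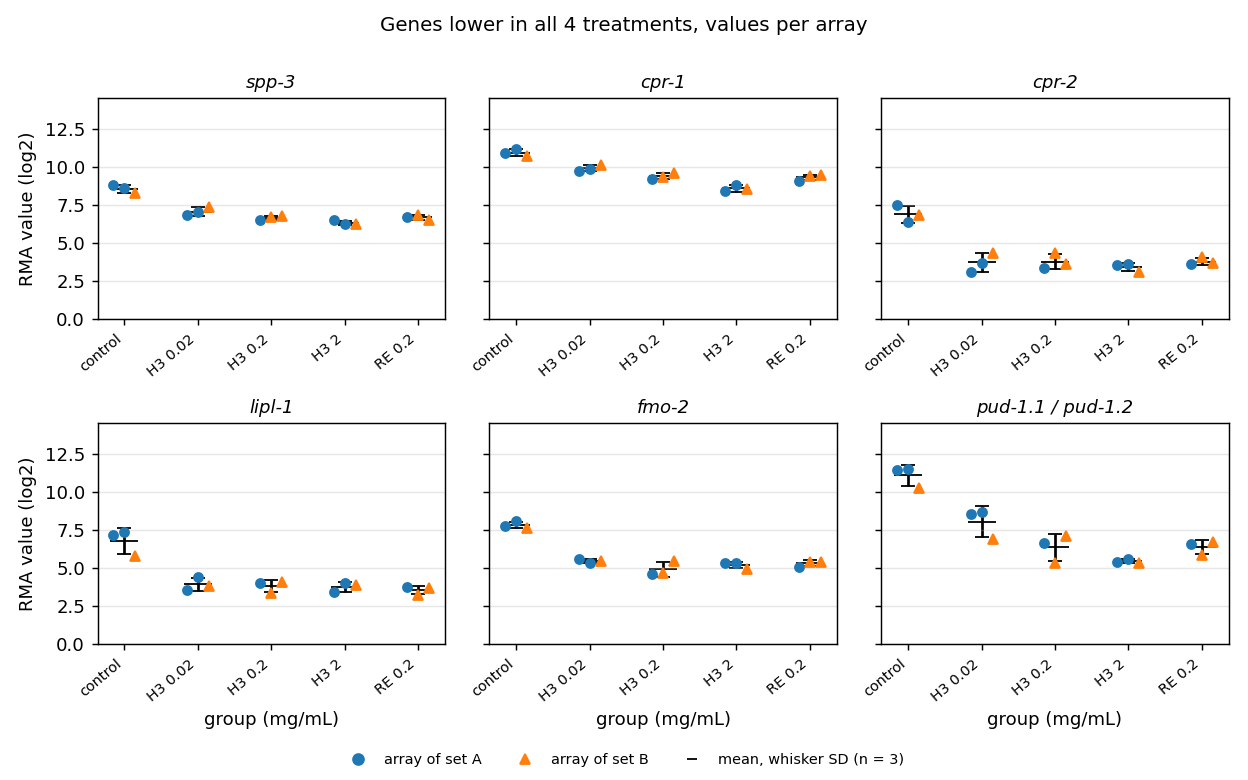
RMA value (log2) of 6 genes or pairs that fell, with 1 symbol per array (circles for set A, triangles for set B), bars for the means and whiskers for the SD (n = 3) in the control, the 3 H3 groups and RE. The mean of pud-1.1 and pud-1.2 lies at 11.08 in the control and 5.45 at H3 2, and that of spp-3 at 8.56 and 6.33.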

Among the down-regulated genes with the highest fold-changes three “proteins up-regulated in Daf-2” (*pud-1*.*1*, *pud 1*.*2* and *pud-3*) were pinpointed. These *pud* proteins seem to be specific to *Caenorhabditis* as there are no reports of potential homologues in other species. Due to their association with *daf-2* they have been suspected to be somehow involved in aging and lifespan associated processes, but despite intense functional investigations their exact role remains unclear [59].

Regarding the up-regulated genes, no specific function or process was significantly enriched, however, 11 out of 58 genes in total were related to the GO term “integral component of membrane” or the UniProt keywords “Membrane” / “Transmembrane”. Among the genes showing the highest up-regulation were: T22D1.2, an orthologue of human PRB2 and PRB3 (proline-rich protein subfamilies 2 and 3), F13E9.4, which shares 55.7% homology with human filaggrin-2, and Y46H3D.8, homologue (88%) to “human keratin associated protein 9–1” (wormbase.org). 

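F13E9.4 lies on chromosome IV of WBcel235 from 10895225 to 10896612. Its log2 expression value was 2.47 ± 0.22 (SD, n = 3) in the control, 7.01 ± 0.40 at H3 0.02, 7.60 ± 0.11 at H3 0.2, 8.64 ± 0.33 at H3 2 and 8.39 ± 0.39 for RE. The log2 fold-changes were 4.54, 5.12, 6.17 and 5.92 (adjusted p = 8.87e-07, 2.01e-07, 5.1e-08 and 8.57e-08 from limma), with 5.23 and 6.02 at H3 0.2 and RE when the array set was a block, and 6.47 in set A and 5.57 in set B at H3 2. Y46H3D.8, on chromosome V from 1630309 to 1631248, was at 3.58 ± 0.45 in the control and 9.51 ± 0.10 at H3 2. Its log2 fold-changes were 3.89, 5.22, 5.92 (adjusted p = 8.67e-08) and 5.57, with 5.23 and 5.58 at H3 0.2 and RE with the block. Between H3 2 and H3 0.02, F13E9.4 differed by 1.64 (adjusted p = 0.0396) and Y46H3D.8 by 2.03 (adjusted p = 0.0134). Neither difference passed without replicate 1 or 2 of H3 2 or of H3 0.02, nor did that of F13E9.4 without H3 0.02 replicate 3 (1.41 to 1.76 for F13E9.4 and 1.97 to 2.04 for Y46H3D.8), and with only the 6 arrays compared their adjusted p was 0.935 and 0.0944.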

Further, *clx-1* (“collagen sequence x–hybridizing”), *numr-1* (“nuclear localized metal responsive”) and several heat shock proteins (*hsp-16*.*1*, *hsp-16*.*48* and *hsp-16*.*11*) that are indicative of a general stress response. Also, homologues to human keratins (K01A6.8; F13E9.14, C28C12.4) and dermokine (H12D21.6) were detected, although their function in *C*. *elegans* remains unclear.

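clx-1, on chromosome IV from 7734648 to 7736324, had a log2 expression value of 2.83 ± 0.81 (SD, n = 3) in the control and 10.96 ± 0.21 at H3 2, and its log2 fold-changes were 5.55 at H3 0.02 (adjusted p = 0.0894 with only the 6 arrays compared), 7.16 at H3 0.2, 8.13 (adjusted p = 9e-06 from limma) at H3 2 and 8.01 for RE. numr-1, on chromosome III from 7362619 to 7363464, was at 3.78 ± 0.32 in the control, 7.54 ± 0.71 at H3 0.02, 8.18 ± 0.48 at H3 0.2, 9.38 ± 0.37 at H3 2 and 8.40 ± 0.44 for RE, with log2 fold-changes of 3.76, 4.40, 5.60 (adjusted p = 2.7e-06) and 4.62. Its difference between H3 2 and H3 0.02 was 1.84 (adjusted p = 0.244, or 0.00113 with the array set and 0.0156 with the replicate number as a block). The block gave 7.503 and 8.36 for clx-1 and 4.65 and 4.87 for numr-1 at H3 0.2 and RE. The small heat shock proteins are chaperones that bind unfolded proteins. The probe set of hsp-16.11 and hsp-16.1 rose from 4.80 ± 0.37 to 8.97 ± 0.17 at H3 2, with log2 fold-changes of 3.91, 4.17, 4.17 (adjusted p = 7.25e-08) and 3.80 (4.14 and 3.78 with the block), and that of hsp-16.48 and hsp-16.49 had 4.31, 4.43, 4.45 and 4.15 (4.40 and 4.12 with the block). Of 10 genes or pairs of the cytosolic heat shock response, 3, 4, 3 and 3 rose and none fell (camera's adjusted p = 1.09e-18 at H3 2, and 0.015 with an estimated correlation), among them the pair F44E5.4 and F44E5.5 of the hsp-70 family (log2 fold-change 3.02 at H3 2, adjusted p = 0.00126; a second probe set of the pair had 0.61, adjusted p = 0.0411, and was not called). Camera took all 13 probe sets of this list, with the 2 of a pair as separate members, which can make its p-value too small. Of the 6 hsp-16 genes or pairs (8 probe sets in camera), 2, 3, 2 and 2 rose (adjusted p = 0.0241 at H3 2 with an estimated correlation). Both lists hold hsp-16 genes that the paper picked from these arrays, so their p-values are no independent evidence. The additional gene at H3 0.2 in both counts is hsp-16.2, whose 15 values all lie below the median of every array (1.69 to 3.19), so that it was not shown to be expressed in any group. Its value at H3 0.2 was 1.13 (adjusted p = 0.00781; 1.15 with the block), which did not pass without H3 0.2 replicate 3 (0.99) or with only the 6 arrays compared (adjusted p = 0.172).

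**Figure D2:**
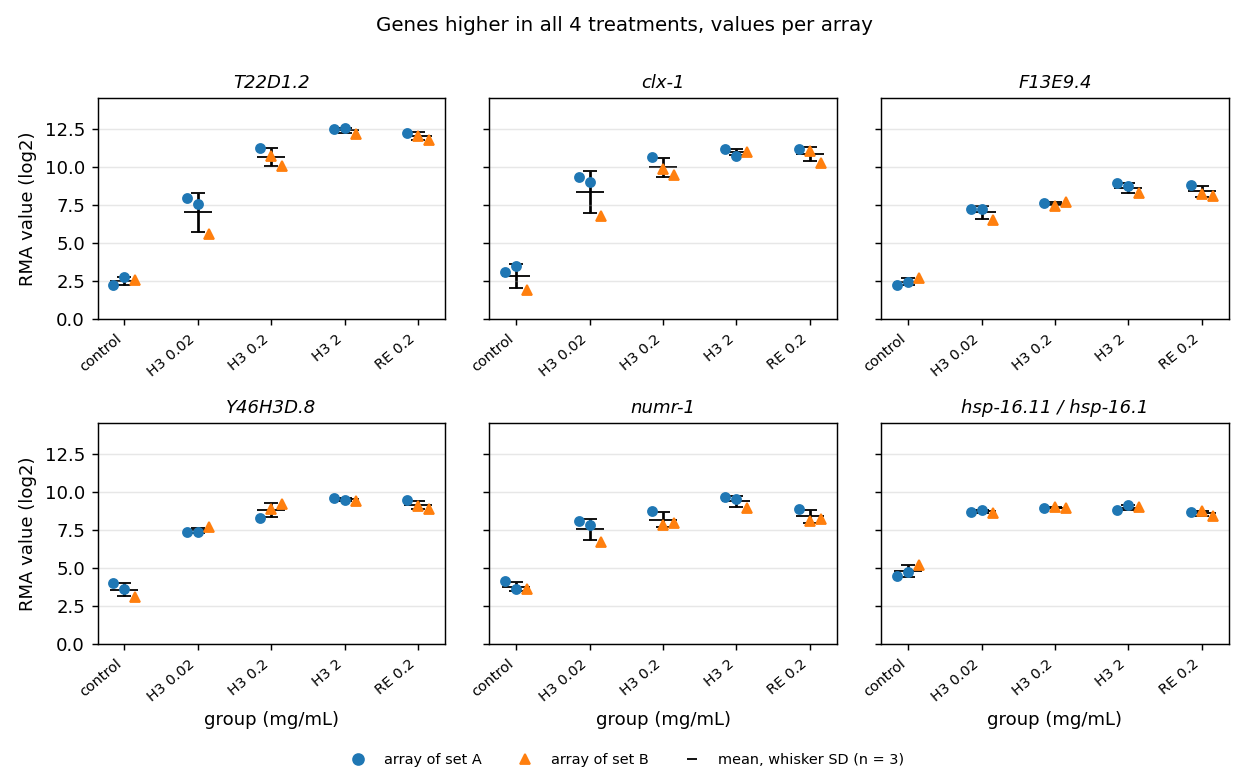
RMA value (log2) of 6 genes or pairs that rose, with 1 symbol per array (circles for set A, triangles for set B), bars for the means and whiskers for the SD (n = 3) in the control, the 3 H3 groups and RE. The mean of clx-1 lies at 2.83 in the control and 10.96 at H3 2, and that of hsp-16.11 and hsp-16.1 at 4.80 in the control and 8.61 for RE.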

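K01A6.8 was at a log2 expression value of 4.96 ± 0.13 (SD, n = 3) in the control and 8.24 ± 0.05 at H3 2, and rose by 2.65, 2.89, 3.28 (adjusted p = 1.16e-08 from limma) and 3.16 on the log2 scale at H3 0.02, H3 0.2, H3 2 and RE. H12D21.6 went from 3.17 ± 0.37 to 7.85 ± 0.29 at H3 2, with log2 fold-changes of 3.74, 4.39, 4.69 (adjusted p = 2.08e-07) and 4.76. F13E9.14 had 2.07, 3.11, 3.50 (adjusted p = 1.18e-06) and 3.40, and C28C12.4 had 2.73, 2.78, 3.53 (adjusted p = 5.95e-05) and 3.15. At H3 0.02 their adjusted p was 0.0547 and 0.0949 with only the 6 arrays compared. With the array set as a block, H3 0.2 and RE gave 2.89 and 3.16 for K01A6.8, 4.32 and 4.69 for H12D21.6, 3.17 and 3.46 for F13E9.14, and 2.95 and 3.33 for C28C12.4. All 9 homologues of structural proteins that the study chose from these arrays were higher in the 4 treatments, which is no independent evidence of their direction.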

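pgp-6, a P-glycoprotein of the ABC transporters that carry drugs out of cells, was at a log2 expression value of 5.92 ± 0.44 (SD, n = 3) in the control and 8.44 ± 0.24 at H3 2. It rose in all 4 treatments, with log2 fold-changes of 2.62, 2.53, 2.52 (adjusted p = 4.71e-05 from limma) and 2.44, and with 2.67 and 2.58 at H3 0.2 and RE when the array set was a block. Of 45 ABC transporter genes, 1, 3, 3 and 1 rose and none fell at H3 0.02, H3 0.2, H3 2 and RE (1, 3, 4 and 2 rose when adjusted over the list alone; camera's adjusted p = 0.0371 at H3 2, and 0.565 with an estimated correlation). The 3 at H3 0.2 became 1 without H3 0.2 replicate 2, and the 1 became 2 at H3 0.02 without control replicate 3 and for RE without control replicate 3 or RE replicate 3. Of 14 genes that respond to metals, numr-1 rose in all 4 treatments and the cadmium-responsive cdr-4 rose at H3 2 (2.37, adjusted p = 0.0488), which did not pass without any 1 of its 6 arrays (2.14 to 2.66). The metallothionein gene mtl-1 had log2 fold-changes of −0.98, −1.72, −1.36 (adjusted p = 0.0601, or 0.000588 with the replicate number as a block) and −1.94, of which those at H3 0.2 and RE passed with all arrays but not without control replicate 1 or 2 or replicate 2 or 3 of the treated group (−1.97 to −1.44), and not with only the 6 arrays compared (adjusted p = 0.166 and 0.145). The block gave it −1.50 and −1.72 there. Camera's adjusted p of this list was 0.158 at H3 2.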

Up-regulated genes also seemed to be involved in the immune response and in defense mechanisms to certain toxins, such as heavy metals, drugs or other chemicals. Interestingly, some of the up-regulated genes, e.g. Y46H3D.8, F13E9.4, *numr-1*, *clx-1*, C28C12.4 and T22D1.2, had previously been found to be differentially regulated upon treatment with hydrolyzable tannins ([60], wormbase.org).

As the number of differentially regulated genes increased with the concentration of the test solutions (Fig 1), the 347 genes that were exclusively up-regulated in the samples treated with 2 mg/mL of fraction H3 were again cross-checked *via* WormBase and annotation data to reveal possible functions affected by the tannin treatment that might have not been detected within the groups’ intersection of 134 genes. However, beside some hints pointing towards a general stress response, nothing could be rationally linked to an activity specific for OPCs.

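The lists for stress responses other than heat shock held few genes that passed at H3 2. Of 26 antioxidant enzymes only sod-4, an extracellular superoxide dismutase, rose (log2 fold-change 1.46, adjusted p = 0.0208 from limma), which did not pass without H3 2 replicate 1 or 2 or any 1 control array (1.20 to 1.53) or with only the 6 arrays compared (adjusted p = 0.138). None of 15 genes of the endoplasmic reticulum stress response, 10 of the mitochondrial stress response, 7 of the osmotic stress response or 6 of the hypoxia response passed limma's test or the test named in the paper's methods at H3 2. At an unadjusted p under 0.05, 2 were higher and 0 lower in the endoplasmic reticulum list, 1 higher and 4 lower in the mitochondrial list, 0 higher and 1 lower in the osmotic list and 3 higher and 0 lower in the hypoxia list. These counts are from fits without the array set as a block. In the hypoxia list, rhy-1 had log2 values of 7.995, 7.781 and 6.624 at H3 2 and 6.139, 5.993 and 5.442 in the control (replicates 1 to 3). Each of its H3 2 values lay above every control value, so a rise of this gene is not excluded. Without control replicate 3, 1 gene of the endoplasmic reticulum list rose at H3 2, and without H3 2 replicate 3, 1 of the mitochondrial list fell and 1 of the hypoxia list rose. clec-173, a C-type lectin gene, passed at H3 2 alone, at 9.30 ± 0.36 (SD, n = 3) against 7.17 ± 0.38 in the control (log2 fold-change 2.13, adjusted p = 0.00615), and had 0.73 at H3 0.02, 1.33 at H3 0.2 and 1.57 for RE, the last 2 becoming 1.57 and 1.81 with the array set as a block (adjusted p = 0.000207 and 7.77e-05). The lysosomal lipase gene lipl-5 also passed at H3 2 alone, where it fell by 1.2086 (adjusted p = 0.00193, or 0.0771 with only the 6 arrays compared), and had −0.91 at both H3 0.02 and H3 0.2 and −0.98 for RE. In total, 165 probe sets passed at H3 2 alone, 60 of them higher and 105 lower (56 and 68 among those with a named gene). Of these, 162 had the same direction in all 4 treatments, and between H3 2 and H3 0.02 none passed with limma or the test named in the paper's methods, 98 had an unadjusted p under 0.05 and 12 passed with the array set as a block.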

On the other hand, some of the hypothetical proteins corresponding to genes with increased expression, e.g. C50F7.5, *clx-1* and T22D1.2, were found to be strikingly rich in repetitive sequences containing proline (Table 3). 

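C50F7.5 had a log2 expression value of 10.01 ± 0.76 (SD, n = 3) in the control and 13.34 ± 0.14 at H3 2. Its log2 fold-changes were 2.99 at H3 0.02 (adjusted p = 0.0695 with only the 6 arrays compared), 3.03 at H3 0.2, 3.32 (adjusted p = 3.18e-05 from limma) at H3 2 and 3.15 for RE, with 3.17 and 3.29 at H3 0.2 and RE when the array set was a block. At H3 2 the difference was 2.97 in set A and 4.03 in set B.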

The most impressive example was that of T22D1.2 for which BLASTp analysis revealed a 91% similarity to the human basic salivary proline-rich protein 2 (PRB2) (wormbase.org). The protein consists of a signal peptide (56) followed by repetitive proline sequences and asparagin–alanine–serine–(NAS) triplets possibly indicating N-glycosylation sites [61].

**Table 3:** Predicted protein sequences of T22D1.2, *clx-1* and C50F7.5.

**T22D1.2**	
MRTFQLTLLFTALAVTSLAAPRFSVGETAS*RR****PPPPP****KGTGT****PPPPP****TGE****P****QDLSGEG****NA***	60
***S***RR**PPPPP**KGTGT**PPPPP**TGE**P**QDLSAEEG**NAS**RR**PPPPP**KGTGT**PPPPP**TGE**P**QDLSGE	120
G**NAS**RR**PPPPP**KGTGS**PPPPP**TGE**P**QDLSGEG**NAS**RR**PPPPP**KGTGS**PPPPP**TGE**P**QDLS	240
TEG**NAS**RR**PPPPP**KGTGT**PPPPP**TGE**P**QDLSAEGYASRR**PPPPP**KGTGS**P**T**PPP**TGE**P**QD	300
LSGEG**NAS**RR**PPPPP**KGTGS**PPPPP**TGE**P**QDLSGEG**NAS**RR**PPPPP**KGTGT**PPPP**TGE**P**E	360
KI	362
**CLX-1**	
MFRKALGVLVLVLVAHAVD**P**SDLPD**P**SS**PP**PA**P**R**P**SGQ**PP**G**P**QG**P**SDL**P**G**P**SGA**PP**G**PP**H	60
**P**SG**PP**HR**P**H**P**H**P**SRR**P**R**P**TRL**P**R**P**SRS**P**HSDA**P**E**P**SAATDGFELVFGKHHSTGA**PP**SGG**P**	120
**P**G**P***FD****P****SGA****PP****SGG****PP****GLFD****P****SGA****PP****SGG****PP****G****P****FG****P****SGA****PP****SGG****PP****G****P***FN**P**SEA**PP**SGG**P**	180
TG**P**FD**P**SGA**PP**SGG**PP**G**P**FN**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**PP**G**P**FN**P**SGA**PP**SGG**P**	240
**P**G**P**FD**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**PP**G**P**FD**P**SGAQ**P**SGG**PP**G**P**FN**P**SGA**PP**SGG**P**	300
**P**G**P**FD**P**SGA**PP**SGG**PP**G**P**FN**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**P**	360
**P**G**P**FD**P**SGA**PP**SGG**PP**G**P**FN**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**P**	420
**P**G**P**FN**P**SGA**PP**SGG**PP**G**P**FN**P**SGA**PP**SGG**PP**G**P**FD**P**SGA**PP**SGG**PP**G**P**FN**P**SGA**PP**SGG**P**	480
**P**G**P**FD**P**SGA**PP**SGM**PP**V**P**L**P**TDL**P**I**P**SES**P**SFFQWIFGR**P**K**P**SG**P**AG**P**A**P**SGE**PP**G**P**FDP	540
SG**PPP**SESSEGSGI**PP**SF	558
**C50F7.5**	
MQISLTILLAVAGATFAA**P**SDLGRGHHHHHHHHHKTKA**P**RTSRGIATTTFA**P**TSSDL**P**IA	60
GSSSA**P**VIASSAD**P**IL**P**TSVV**P**Q**P**SNE**P**S**P**GTVA**P**SDE**P**S**P**SG**PP**S**P**G**P**VN**P**SED**P**Q**P**SG	120
**PP**S**P**G**P**VD**P**SED**P**Q**P**SVE**P**SEDHQ**P**SG**PP**S**P**G**P**VD**P**SED**P**Q**P**SVE**P**SED**P**Q**P**SG**PP**S**P**G**P**	180
VD**P**SED**P**Q**P**SGSSS**P**G**P**VD**P**SDE**P**S**P**SG**PP**S**P**G**P**VD**P**SED**P**K**P**SE**PP**S**P**G**P**VD**P**SDE**P**S**P**	240
SD**PP**G**PP**G**PP**G**PP**TRR**PP**G**PP**G**PP**TRR**PP**G**PP**G**PP**TRR**PP**G**PP**G**PP**HHHDHGHHGHHGHH	300
FDQEQL	306

P: Proline, NAS: Potential N-glycosylation site. Repetitive sequences are displayed in italics and the complete site of repetition is underlined.

Seven genes (Y17D7B.10, *tag-38*, F35E8.19, F08A7.1, T16H12.9, *ttr-36* and Y106G6D.8) seemed to be differentially regulated exclusively in the group treated with crude extract “RE”. However, this was most likely due to the cut-off set at a fold-change of 2.0 and not to additional effects caused by other components of the extract than procyanidins, as the values for groups “H3” were slightly below and those for “RE” were slightly above the threshold of 2.0.

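Y17D7B.10 had log2 fold-changes of −0.37 at H3 0.02, −0.88 at H3 0.2, −0.72 at H3 2 and −1.62 for RE (adjusted p = 0.0187 from limma), F08A7.1 had −0.64, −0.72, −0.83 and −1.16 (adjusted p = 0.00285), and ttr-36, of the transthyretin-related family, had −0.39, −0.55, −0.84 and −1.11 (adjusted p = 0.00833). For F35E8.19, T16H12.9 and Y106G6D.8 the RE values were −1.30, −1.12 and −1.03, and those of the H3 groups lay between −0.96 and −0.39. The control and RE means of F35E8.19 (3.32 and 2.02) both lie below the median of every array, so that the size of its difference is not settled. The RE values of the 6 genes, with the array set as a block, were −1.57, −1.23, −1.05, −1.25, −1.03 and −1.04. These 6 genes were picked by the study for passing in RE alone, so their count is no independent evidence of direction. Single arrays ended these calls: all of them but that of F08A7.1 did not pass without control replicate 2, and those of Y17D7B.10, F35E8.19, T16H12.9 and Y106G6D.8 without control replicate 1. Those of Y17D7B.10, F35E8.19 and Y106G6D.8 also did not pass without RE replicate 1 or 3, that of T16H12.9 without RE replicate 2, and that of F08A7.1 without control replicate 3, with log2 fold-changes from −1.70 for Y17D7B.10 to −0.91 for Y106G6D.8. With only the 6 arrays compared, the adjusted p was 0.164 for Y17D7B.10, 0.131 for F08A7.1, 0.274 for F35E8.19, 0.103 for T16H12.9 and 0.198 for Y106G6D.8. At the matched concentration, RE minus H3 0.2 was −0.73 for Y17D7B.10 (95% confidence interval −1.40 to −0.07), −0.44 for F08A7.1 (−0.80 to −0.09) and −0.56 for ttr-36 (−0.96 to −0.16), each with adjusted p = 1. T22D1.2 differed by 1.35 (0.30 to 2.40), clx-1 by 0.85 (−0.43 to 2.14), F13E9.4 by 0.79 (0.27 to 1.32), numr-1 by 0.22 (−0.57 to 1.01), pud-1.1 and pud-1.2 by 0.03 (−1.11 to 1.17) and ugt-44 by −0.05 (−0.53 to 0.43). No probe set passed limma's test between RE and H3 0.2, where 652 had an unadjusted p under 0.05, or between RE and H3 2, where 944 had, and the test named in the paper's methods and the fit with the array set as a block also gave 0 for both. Y38H6A.1 was above its H3 0.2 value with RE by 1.64 (1.18 to 2.09; adjusted p = 0.115, or 0.0702 with the block; 1.84 in set A and 1.53 in set B).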

### Quantitative RT-PCR

To confirm and cross-validate the results of the microarray, qPCR was performed to monitor the expression of selected genes in three independent experiments, receiving the same treatment as the samples prepared for the microarray. F13E9.4 and T22D1.2 were selected as representatives among the up-regulated genes, *pud-1*.*1* and *ugt-44* were chosen from the down-regulated genes (for primer sequences see Materials and Methods). Normalized levels of mRNA expression for each gene are shown in Fig 2. In general, the results obtained by qPCR support the findings of the microarray experiment. A clear concentration-dependent regulation was observed for *pud-1*.*1* (down) and T22D1.2 (up) in the groups treated with fraction H3. Again, the increase in the expression of T22D1.2 was extraordinarily strong during qPCR analysis. The expression of *ugt-44* was almost exactly in the same range for all treated groups as in the array. F13E9.4 was rather strongly up-regulated in both experiments, but markedly below the expression of T22D1.2.

**Fig 2:**
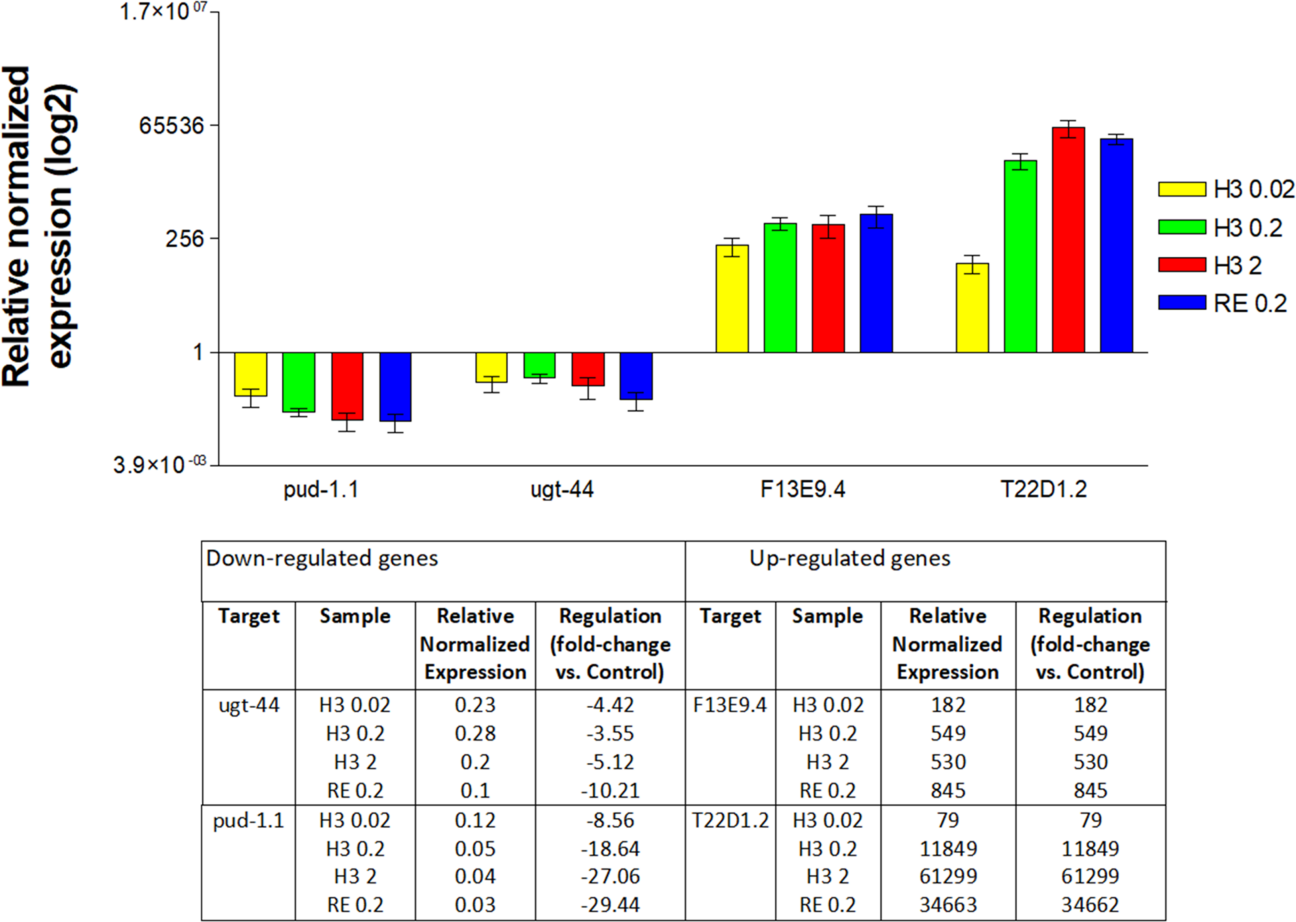
Quantitative RT-PCR. Relative normalized expression of *ugt-44*, *pud-1*.*1*, F13E9.4 and T22D1.2 mRNA following the treatment with OPC enriched fraction “H3” or *C*. *mucronatum* extract (ethanol: water 1:1; “RE”); 0.02, 0.2 and 2: concentrations of 0.02 mg/mL, 0.2 mg/mL and 2 mg/mL respectively. Data are presented on a log2 scale, the line at 1.0 indicates the expression level of the negative control (DMSO 1%).

Similar to the array results, the differential expression in the groups treated with the crude extract (0.2 mg/mL) exceeded that of the groups treated with H3 at the same concentration, and for *pud-1*.*1*, *ugt-44* and F13E9.4 even the groups treated at 2 mg/mL.

### GFP reporter gene constructs

Since the function of T22D1.2 has not been described so far, its site of expression and secretion was attempted to be revealed by reporter gene constructs using the gene promoter fused to GFP. In order to localize the secretion site, worms containing a GFP construct of the promoter sequence followed by the signal peptide, were treated with the hydro-ethanolic extract at two concentrations (0.2 mg/mL and 2 mg/mL). Unfortunately, the GFP signal in the treated samples was extremely low and hardly detectable (S1 Fig). Possibly, the gene was expressed at a very low rate, somehow contradicting the array results, or the low fluorescence was caused by secretion of GFP into the intestine due to the signal peptide, followed by quick degradation by proteases.

Therefore, the promotor sequence was subsequently fused to GFP without the signal peptide. In this case a strong, concentration dependent GFP signal was observed particularly in the group treated with 2 mg/mL of the extract, but also at 0.2 mg/mL (Fig 3). The main expression was observed in the intestine, particularly the part posterior to the pharynx, extending to the entire intestine with increasing concentration. No expression at all was seen in the negative controls.

**Fig 3:**
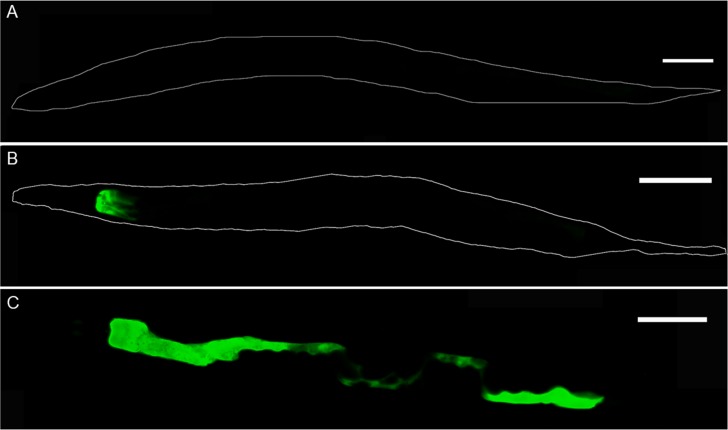
Representative images of *C*. *elegans* expressing pT22D1.2::GFP depending on treatment with hydroethanolic extract from *C*. *mucronatum*. A: negative control (DMSO 1%); B: treatment with 0.2 mg/mL extract; C: treatment with 2 mg/mL extract. Scale bars = 100 μm.

*Numr-1*, which was found to be strongly increased by the procyanidins during the transcriptome analysis, has previously been reported as an indicator exclusively for metal induced stress [62]. A *C*. *elegans* strain containing a *numr-1* promoter::GFP construct was treated with the extract, in order to assess whether the transcription could also be induced by stressors other than metals. As displayed in Fig 4, basal gene expression was mainly observed in tail and head, but in some cases also in the intestine of the negative controls. Treatment with the extract at a concentration of 0.2 mg/mL slightly increased the expression of *numr*-1 in head and tail compared to the negative control whereas a concentration of 2 mg/mL led to a strong fluorescence of the nuclei throughout the worms’ body, mainly in the intestine.

**Fig 4:**
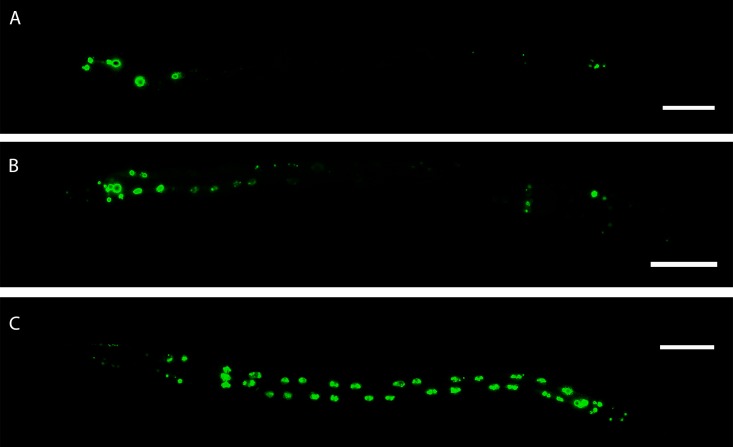
Representative images of *C*. *elegans* expressing *numr-1*::GFP depending on treatment with the hydroethanolic extract from *C*. *mucronatum*. A: negative control (DMSO 1%); B: treatment with 0.2 mg/mL extract; C: treatment with 2 mg/mL extract. Scale bars = 100 μm.

In summary, both genes, T22D1.2 and *numr-1* showed a concentration-dependent increase in the expression as well as an extension of the expression site after contact of the worm with oligomeric procyanidins, visually confirming the microarray results. Taken together, it can be proposed that the main site of action of proanthocyanidins is the worms’ intestine.

## Discussion

Condensed tannins are known for their ability to interact with certain proteins mainly *via* hydrogen bonding [19,21,22], therefore, it is very likely that the observed differential gene expression is based on an interaction of the proanthocyanidins with proteins of the nematode in a more or less specific way. Particularly proline- or histidine-rich proteins are suspected to be possible interaction partners due to the high affinity of tannins in general to these proteins [20,25,63].

As previous microscopic studies revealed structural alterations in the cuticle of different parasitic nematodes [14,29] and *C*. *elegans* [26], tannins have been suspected to bind to sheath or cuticle which are composed of collagen-like and non-collagen-like proteins (cuticlins) that are both rich in proline and hydroxyproline [64,65]. Also, the hypodermis, that seemed to be detached from the muscle tissue below, the muscle tissue itself and particularly the intestine which showed severe signs of damage and digestion, were strongly affected by tannin treatment [28,31,33,34,66].

The results from the current study suggest that an alteration of gene expression most frequently occurs for intestinal proteins and enzymes as the intestine is the tissue mainly exposed to tannins. However, this finding could also be due to the short incubation time with the substances and other tissues might also be affected following a longer exposure.

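Of 19 intestine markers, ftn-1, which encodes a ferritin, rose at H3 2 (log2 fold-change 1.20, adjusted p = 0.0344 from limma), and this did not pass without H3 2 replicate 1 or 3 or control replicate 1 or 2 (0.95 to 1.26) or with only the 6 arrays compared (adjusted p = 0.177). No intestine marker passed at H3 0.02, at H3 0.2 or for RE with limma or with the test named in the paper's methods, where 0, 1 and 1 were higher and 1, 2 and 3 lower at an unadjusted p under 0.05. Without control replicate 3, 2 fell at H3 0.2, 1 at H3 2 and 2 for RE. That array is the only control of set B, where 11 of the 19 markers were lower (median −1.265). These falls therefore cannot be told apart from the difference between the sets. Camera's adjusted p for the intestine markers, without the array set as a block, was 0.424, 0.106, 0.732 and 0.0607 at H3 0.02, H3 0.2, H3 2 and RE. None of 15 markers of the hypodermis and none of 14 of the body wall muscle passed limma's test in any treatment, and 0 of either did at an unadjusted p under 0.05 or with the paper's test. These fits had no block for the array set. In set B, 6 of the 15 hypodermis markers were lower, and the body wall muscle markers had a median difference of −0.423. Such differences widen the spread within the groups, so a response of these tissues is not excluded. Of 15 markers of the pharynx and 17 of neurons, none passed limma's or the paper's test either, and at H3 2 with an unadjusted p under 0.05 1 pharynx marker was higher and 1 lower, and 1 neuron marker higher. Of 174 cuticle collagen genes, 2 fell at H3 2 (0 without H3 2 replicate 1 or 2 or control replicate 1 or 2, and 5 without control replicate 3). With the array set as a block, 6, 15, 14 and 16 of them rose in the 4 treatments. From the results of the study, the paper proposes that expression is altered mostly for proteins and enzymes of the intestine, which it describes as the tissue most exposed to tannins. Its GFP reporters of T22D1.2 and, at the higher extract concentration, numr-1 were seen mainly in the intestine. The markers tell whether typical genes of a tissue changed, and not where the changed genes are expressed. They therefore do not test that proposal.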

A common feature of many differentially regulated genes within this study is their localization to membranes. However, regarding the sequences of the respective corresponding proteins, none of these proteins “integral to membrane” is particularly enriched in either proline or histidine and might therefore not act as a direct binding partner of PAC. More likely, PACs exert membrane destabilizing effects that could then affect membrane-bound enzymes or transporters, similar to the activity recently described for a trimeric A-type procyanidin against *Bacillus cereus* [67]. Moreover, flavonoids and tannins are also capable of chelating a variety of polyvalent metal cations via their o-dihydroxy function in the B-ring or involving the 4-oxo function of flavones [68–72] and the chelating activity seems to increase with the molecular size of condensed tannins [72]. Therefore, an interference of the tannins (and flavonoids) with certain ions within the worm (e.g. iron or zinc as part of metalloproteases), similar to previously described deleterious effects in mammals (reviewed by [63]) and bacteria [67,73], is also feasible.

The (mainly down-regulated) enzymes clustered according to their structure or functions as hydrolases, part of the lysosome, saposin-like proteins, cysteine peptidases or proteins associated with the worms’ immune response, also share the feature of possessing a signal peptide, indicating their extracellular location. Therefore, these enzymes are possibly affected by the treatment due to their accessibility for PAC and general detrimental effects on membranes rather than due to their specific function or structure. 

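str-7 and srr-6 are predicted chemoreceptors. At H3 2, str-7 rose from a log2 expression value of 4.01 ± 0.38 (SD, n = 3) in the control to 7.59 ± 0.73 (log2 fold-change 3.58, adjusted p = 0.00151 from limma) and srr-6 from 3.67 ± 0.18 to 6.37 ± 0.84 (2.70, adjusted p = 0.00116, or 0.0632 with only the 6 arrays compared). srr-6 had 2.36 at H3 0.02 and 2.21 at H3 0.2 (2.39 with the array set as a block). They were the 2 of 1299 chemoreceptor genes that rose at H3 2, and none fell there (1 without control replicate 2). Camera's adjusted p was 0.000955 at H3 2, with a median log2 fold-change of 0.09, and with an estimated correlation adjusted p = 0.0593. Of 273 nuclear hormone receptor genes, 1 rose and 2 fell at H3 2 (camera's adjusted p = 0.785); the 1 became 2 without control replicate 3, and the 2 became 1 without control replicate 1 or H3 2 replicate 3. nhr-99 was at 5.21 ± 0.30 in the control and 2.93 ± 0.57 at H3 2, a fall by 2.28 (adjusted p = 0.00152, or 0.0504 with only the 6 arrays compared), and had −2.44 at H3 0.2 (−2.29 with the block).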

In line with this hypothesis is the absence of any receptor mediated response or of specific signal pathways activated or inactivated by the treatment.

Finally, three members of the hitherto uncharacterized PUD family (proteins up-regulated in daf-2), *pud-1*.*1*, *pud-1*.*2* and *pud-3* were among the strongest down-regulated genes. Due to their association with *daf-2* they have been suspected to be somehow involved in aging and lifespan associated processes and were suggested to act as transcription regulators for collagen genes, but despite intense functional investigations their exact role remains unclear [59].

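At H3 2, the fold-change of T22D1.2 against the control was computed as 939.9, and the 95% confidence interval of its log2 value ran from 8.83 to 10.93 (n = 3 arrays per group). It was 10.01 in set A and 9.61 in set B. Computed folds were 279.5 for clx-1, 76.6 for T22D1.21, 72.1 for F13E9.4, 60.7 for Y46H3D.8 and 48.4 for numr-1. The control values of T22D1.2, clx-1 and F13E9.4 (2.52, 2.83 and 2.47) lie below the median of every array, so that these folds are at best lower bounds and their order is not settled. For RE the log2 fold-change of T22D1.2 was 9.49 (adjusted p = 2.96e-07 from limma; 9.73 with the array set as a block), at 12.01 ± 0.26 (SD, n = 3).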

T22D1.2 was the gene that was by far up-regulated the strongest with a fold-change > 900 at the highest concentration of H3. As mentioned above, it is an orthologue of human basic salivary proline-rich protein 2, however, not much is known about its function in *C*. *elegans*, except for one knockdown study and subsequent treatment with mercury chloride revealing a phenotype hypersensitive to chemicals [74]. As shown in Fig 3, the intestine is the main expression site and the expression increases with the amount of test substance. Following translation of T22D1.2 in the enterocytes, the protein enters the secretory pathway as indicated by the presence of a signal peptide [56]. Unfortunately, the final localization of the protein could not be unambiguously determined as the construct containing the signal peptide only led to an extremely weak fluorescence (S1 Fig). Possibly, the protein was immediately degraded after secretion to the intestinal lumen, the fluorescence signal has been quenched or the protein was rapidly excreted due to the very frequent defecation of the worm [75]. Regarding the role of T22D1.2, it can be seen as a defense mechanism against tannins in the soil-inhabiting *C*. *elegans*, similar to salivary proteins in mammals (reviewed by [76]). Tannins can interact with proteins, calcium and iron absorption or digestive enzymes and lead to growth impairment and weight loss in animals. On the other hand, proline-rich salivary proteins are an effective mechanism in many animals to bind tannins and to prevent these detrimental effects (reviewed by [63,77,78]. In some species, i.e. rats and mice, proline-rich proteins are not constitutively expressed, but are induced by tannins [63,79]. Toxic effects of tannins in invertebrates have frequently been described for different species of plant-herbivore insects. In sensitive species, severe lesions of the midgut have been detected whereas other species remained unaffected (reviewed by [80]. The underlying mechanism is still unclear, a direct effect of tannins binding to epithelial membranes has been discussed as well as an indirect effect by oxidative stress, as insect guts contain iron (Fe^3+)^ as a potential oxidant [80]. However, in cases where oxidative stress was involved in the toxicity against *C*. *elegans*, typical detoxifying enzymes, such as glutathione-S-transferases, should be expected to be up-regulated more pronouncedly [81,82]. 

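gst-24, a glutathione S-transferase gene, rose from a log2 expression value of 4.44 ± 0.16 (SD, n = 3) in the control to 6.16 ± 0.12 at H3 2, with log2 fold-changes of 1.25, 1.72, 1.72 (adjusted p = 0.000436 from limma) and 1.29 at H3 0.02, H3 0.2, H3 2 and RE (1.81 and 1.38 at H3 0.2 and RE with the array set as a block). The rise at H3 0.02 did not pass without H3 0.02 replicate 1 or control replicate 2 (1.15 to 1.18). Fitting only the 6 arrays compared gave it an adjusted p of 0.0793 at H3 0.02 and 0.136 for RE. gst-9 rose by 2.67 at H3 2 (adjusted p = 0.00482). gst-4, a common reporter of oxidative stress, had −0.72, −0.18, −0.37 and −1.02, with adjusted p = 0.656 at H3 2. Of 48 glutathione S-transferase genes, 1 rose at H3 0.02, 1 at H3 0.2 and 2 at H3 2, none fell, and 2 rose in each when adjusted over the list alone. Camera's adjusted p was 0.516 at H3 2. The 1 at H3 0.02 became 0 without H3 0.02 replicate 1 or control replicate 2 and 2 without H3 0.02 replicate 3, and without control replicate 3 1 gene fell at each H3 concentration. For RE 2 rose, and 1 did without any 1 control array or RE replicate 1 or 2, and 1 fell without control replicate 3 or RE replicate 1. Of 14 targets of SKN-1, the transcription factor of the oxidative stress response, nit-1, a nitrilase, was higher in all 4 treatments, at 2.30, 2.66, 2.56 (adjusted p = 1.22e-05) and 2.24 (2.71 and 2.28 with the block). Of the antioxidant enzymes, none passed at H3 0.02, H3 0.2 or RE with limma or the paper's test, where 1, 1 and 1 were higher and 2, 4 and 3 lower at an unadjusted p under 0.05.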

Concerning defense mechanisms in insects, the presence of surfactants and possibly hydrolases as well as several ways of inhibiting a possible oxidation of tannins have been described. On the other hand, the presence of tannin-binding proteins, similar to salivary proteins, has been suspected, but has not been identified until now [80]. Possibly, T22D1.2 could provide such a detoxification mechanism in *C*. *elegans*, but further studies are ongoing to confirm the function of this gene and the related protein.

Not only proline-rich salivary proteins, but also histidine-rich proteins, such as histatins can interact with tannins [63,83]. Therefore, also the histidine rich NUMR-1 [62] is potentially involved in the defense as a binding protein. However, as it is localized within the nucleus, a direct interaction with tannins seems very unlikely. *Numr-1* (nuclear localized metal responsive) which showed a strongly increased expression, has also been shown to be strongly up-regulated upon treatment with tannic acid, but not after treatment with quercetin [60]. The corresponding protein NUMR-1 was localized in the nuclei of head neurons, egg-laying muscles of the vulva and cells in the tail [62] and was found to be induced under metal stress, particularly by cadmium and copper. Other stressors such as juglone, tunicamycin, heat shock, starvation or infections with pathogens did not cause an increased transcription [62]. The expression pattern of NUMR-1::GFP induced at 100 μM cadmium [62] resembled that of 2 mg/mL EtOH-H_2_O (1:1) extract from *C*. *mucronatum* (Fig 4), although slightly more nuclei seemed to be fluorescing upon extract treatment. As it is unlikely that the result observed for the extract and the respective fractions obtained from this extract is caused by heavy metals (e.g. as a contamination) and also commercially available purified tannic acid caused an up-regulation of this gene [60], *numr-1* could be part of a more or less specific stress response.

## Conclusion

The current study provides first insights into transcriptomic changes in *C*. *elegans* upon treatment with a proanthocyanidin-enriched extract from *C*. *mucronatum* at different concentrations. Despite the lack of distinct signal pathways or receptors affected, the findings strongly point towards proteins within the intestinal membrane as well as membrane bound and secreted enzymes and peptides to be the main target for PACs. Most likely, the observed alterations in gene expression are caused indirectly *via* detrimental effects of the PACs on membranes, nevertheless, the current results provide an insight into the molecular processes affected by tannin treatment as a potential base for future drug development. Further, T22D1.2 which was massively up-regulated was identified as a possible detoxification mechanism.

## Supporting information

S1 Table Processed data of the microarray experiment.

S2 Table Intersection of differentially expressed genes in the treated samples versus the negative control showing at least a 2-fold difference and a p-value < 0.05. H3 0.02 / 0.2 / 2: samples treated with fraction H3 in concentrations of 0.02, 0.2 or 2 mg/mL resp.; RE 0.2: samples treated with 0.2 mg/mL crude extract.
(XLSX)

S3 Table Non-clustered functional annotation table of the differentially regulated genes among all treated groups.

S4 Table Annotation Clusters of the down-regulated genes among all treated groups versus the negative control.

S1 Fig Representative images of *C. elegans* expressing pT22D1.2::GFP including the signal peptide. A: negative control (DMSO 1%); B: treatment with 2 mg/mL extract. Scale bars = 100 μm.
(DOCX)

## Abbreviations

ES: enrichment score
LC: lethal concentration
NGM: nematode growth medium
qPCR: quantitative real time PCR
OPC: oligomeric procyanidins
PAC: proanthocyanidins
H3: OPC enriched fraction “H3”
RE: crude extract (ethanol: water 1:1)
SP: signal peptide

# Supplementary material for: Transcriptome analysis reveals molecular anthelmintic effects of procyanidins in C. elegans
**Source:** PLoS One. 2017 Sep 19;12(9):e0184656. doi: 10.1371/journal.pone.0184656

**S1 Fig: Representative images of *C. elegans* expressing pT22D1.2::GFP including the signal peptide.** A: negative control (DMSO 1 %); B: treatment with 2 mg/mL extract. Scale bars = 100 µm.

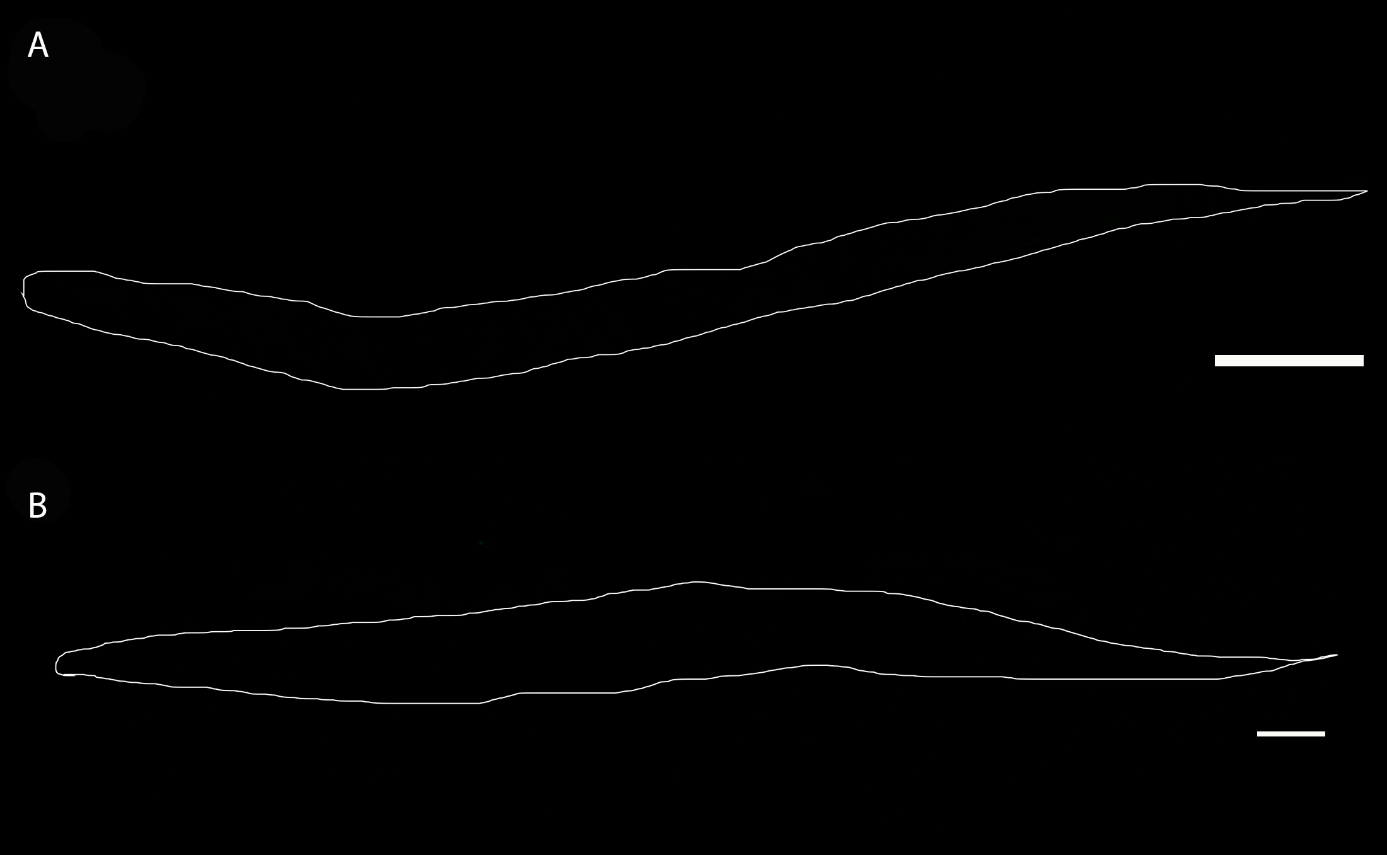

**Supplement:** S1 Fig — A: negative control (DMSO 1%); B: treatment with 2 mg/mL extract. Scale bars = 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

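The values used are the deposited log2 expression values of 29317 probe sets on 15 arrays, which the authors had normalised with RMA and quantile normalisation. Versions of RMA, Expression Console and Partek are not given in the sources used here. The values were used without further normalisation, and every probe set was tested because control probe sets are not marked.

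Python 3.11.15 with pandas 2.3.3 was used for the annotation, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8 for the tests. lmFit with 1 mean per group was followed by eBayes with its default settings, and p-values were adjusted by Benjamini and Hochberg within each comparison. A probe set was called at an adjusted p of at most 0.05 and an absolute log2 fold-change of at least 1. The test named in the paper's methods was run over the same probe sets. camera used a preset inter-gene correlation of 0.01 and, as a check, a correlation estimated per list. It took all probe sets of a list, whereas counts of genes took 1 probe set per gene or pair.

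Arrays with the same replicate number deviate together (every residual correlation over 0.1) among the control, H3 0.02 and H3 2 and between H3 0.2 and RE. A shared number there also means a shared set, so that the replicate block takes up part of the set difference. In the other comparisons replicate 2 joins arrays of different sets. Gene lists were fixed before the tests here were run, but with the text of the paper read and values in S1 and S2 Tables seen. Some follow genes that the paper picked from these arrays, among them the saposin-like, cathepsin-type, lysosomal lipase, pud and hsp-16 lists. Their p-values are therefore no independent evidence, and this can also hold for the nspe list. Gene lists chosen by the study from these arrays were described and not tested. The fit with the array set as a block, the fits to set A or set B alone and the fit to named probe sets alone were added after the data had been seen.

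Genes are named by a rule. They are the 10 largest rises and 10 largest falls per comparison among called probe sets of 1 gene with the groups apart, every gene the paper names, up to 4 members of each fixed list by the size of t, 5 genes given as a fixed set, and the 5 smallest adjusted p-values in each direction between RE and H3 0.2. The values in S1 and S2 Tables had been seen when the rule was written. From these genes, those whose call did not depend on a single array were preferred once the values were known.

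The tests were tried on simulated data for H3 2 against the control, in 5 runs with 200 changed of 29317 probe sets. Of these, 24.4% were called at a log2 fold-change of 1, 69.2% at 1.5, 86.0% at 2 and 95.2% at 3, and 1 unchanged probe set was called. A list with a simulated shift was called in 5 of 5 runs, and other lists in 13 of 175 tests with the preset correlation and in 0 of 175 with the estimated one. In 100 runs with the array sets shuffled, 1969 unchanged probe sets were called, all in 1 run in which the H3 2 arrays were all in set A and the controls all in set B.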

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

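The uneven-spread, hybridization-batch, single-control-array and control-culture tests and the counts without 1 array of H3 0.02 were chosen only after seeing the result.

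The 2 sets of arrays differ in many genes: 925 probe sets are higher and 1657 lower in set B. A difference of array signal stays open: a smooth curve on the mean log2 value accounts for 1.27% of the variance of the difference, but quantile normalisation over all arrays removes such a curve beforehand. Older worms with embryos in set B could contribute, with a median difference of 0.424 for zygotic embryonic genes, of which 12 of 14 were higher and 4 passed, among them vet-6 (4.15) and sdz-28 (3.97). A hybridization batch cannot be told apart from other differences between the sets: that 0 arrays of set B are numbered below the highest number of set A only restates how the sets were found.

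The counts rise with the H3 concentration, and with the array set as a block the count of 651 at H3 0.2 still lies between 408 at H3 0.02 and 907 at H3 2, which argues against uneven spread over the sets. Replicate 1 or 2 of H3 0.02 as the cause is argued against as well. Without either, H3 0.02 has 122 calls, and H3 0.2 has at least 210 without 1 of its own arrays. Without replicate 3, H3 0.02 has 176. This decides nothing for replicate 3, since it is the group's only array of set B and a difference between the sets then enters. The median signed log2 change at H3 0.02, at most 1.1 without 1 array, decides nothing, since its probe sets were chosen by calls of which H3 0.2 has more. In the 10 splits of the 6 arrays, only the real grouping (1 split) reached the count in the 4 comparisons with the control and in H3 2 against H3 0.02, and the highest other counts were 0, 1, 0, 1 and 0. A share under 0.1 cannot be reached with 10 splits.

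For the 4 comparisons with 0 calls, all 10 splits reached that count, and the highest other counts were 0, 0, 0 and 1. For the gene lists, 4, 4, 3 and 3 of the 10 splits gave as many lists in the comparisons with the control, 5 in H3 2 against H3 0.02 and 5 in RE against H3 0.2, with 24, 22, 23, 23, 21 and 14 lists in the highest other split. For H3 0.2 against the control that split divides the arrays of set A as the real one does, 2 against 1, and in the other comparisons less evenly than the real one. With the array set as a block, camera gave 16, 18, 18, 17, 6 and 5 lists.

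The calls shared by all 4 treatments were reached by 1 of 100 regroupings of the 15 arrays, the real one, which argues against a random grouping for this count. Summed over the 4 comparisons, the calls of 2 other regroupings (1376 and 1717) exceeded the real 1239, with none shared. The next highest regrouping for shared calls gave 151, and it kept the 3 controls together. A single control array is argued against as the whole cause, since 63.4% of the 164 remain in the lowest case. Control cultures that differed from all treated cultures in other ways might explain part of the overlap, and this remains open, although H3 2 lies beyond H3 0.02 in 124 of the 164.

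Other results were flagged as well. Between H3 2 and H3 0.02, 11 probe sets passed. At the matched concentration, nspe genes had a median log2 difference of −0.272 and SKN-1 targets of −0.285 between RE and H3 0.2 (adjusted p = 0.000367 and 7.03e-06 from camera, and 0.0312 for both with an estimated correlation), but fry's adjusted p was 0.0557 for both, and 5 of the 10 splits gave as many lists. nspe-1 differed by 0.17 in set A and −0.45 in set B, and nspe-8 by 0.41 and −0.52. Of the 8 nspe genes, 3 were higher at H3 2, and T22D1.21 had a log2 fold-change of 6.26 there.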

How the results depend on the processing

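The fits with the array set as a block, with set A or set B alone and with named probe sets alone were chosen only after seeing the result. Counts are given for H3 0.02, H3 0.2, H3 2 and RE against the control in that order, then for other comparisons, and the cause of each change was not tested.

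Array weights gave 375, 658, 826 and 708, with 24 for H3 2 against H3 0.02, 1 for H3 2 against H3 0.2 and 274 shared. An unadjusted p gave 410, 619, 843 and 567, with 187 for H3 2 against H3 0.02, 43 for H3 0.2 against H3 0.02, 131 for H3 2 against H3 0.2, 29 for RE against H3 0.2, 60 for RE against H3 2 and 308 shared. An adjusted p of 0.01 gave 107, 184, 280 and 1.7e+02 (2 digits given), with 6 for H3 2 against H3 0.02 and 99 shared. A fold change of 1.5 gave 760 at H3 2. The methods' test gave 7 for H3 2 against H3 0.02.

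The array-set block gave 408, 651, 907 and 607, with 38, 2 and 2 for H3 2 against H3 0.02, H3 0.2 against H3 0.02 and H3 2 against H3 0.2, 351 shared and 53.5% of the calls at H3 0.2 higher, against 41.8%. Set A alone gave 496, 559, 1106 and 483, with 316 shared. Set B alone gave 0, 20, 18 and 23, with 0 for H3 2 against H3 0.02 and 0 shared. Only the 6 arrays of the groups compared gave 38, 94, 160 and 92, with 0 for H3 2 against H3 0.02, and at H3 0.02 ended the calls of T22D1.2 (4.49), pud-1.1 and pud-1.2 (−3.03) and ugt-44 (−1.94).

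The replicate numbers follow the array sets in part. Of 30 pairs of arrays of different groups with the same number, 24 correlate above 0.1 and 6 below 0 (−0.588 to 0.803). The 6 are those of replicate 2 between set A and set B. Every pair is above 0.1 among the control, H3 0.02 and H3 2 and between H3 0.2 and RE, where a shared number also means a shared set. Of 15 arrays, 10 correlate best with their own number, those of replicate 1 (all in set A) and replicate 3 (all in set B). H3 0.02 replicate 2 had 0.608 with RE replicate 1, and 0.421 and 0.48 with replicate 2 of H3 2 and the control. Within set B, H3 0.2 and RE had 0.575 and 0.454 for the same number, and 0.314 and 0.194 otherwise. Among the control, H3 0.02 and H3 2, a pairing by number beyond the sets was therefore not shown. The replicate block gave 258 at H3 0.02, 683 at H3 2, 12 for H3 2 against H3 0.02 and 0 for RE against H3 0.2, and, where the numbers cross the sets, 488 at H3 0.2, 436 for RE, 2 for H3 0.2 against H3 0.02 and 4 for H3 2 against H3 0.2.

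Leaving out 1 array gave 1.2e+02 (2 digits given, control replicate 2) to 245 (control replicate 3) at H3 0.02, 209 (control replicate 1) to 466 (control replicate 3) at H3 0.2, 290 (control replicate 1) to 586 (control replicate 3) at H3 2, 191 (control replicate 1) to 437 (control replicate 3) for RE, 5 (H3 2 replicate 1) to 11 for H3 2 against H3 0.02, 0 to 1 (H3 0.02 replicate 3) for H3 0.2 against H3 0.02 and 108 (control replicate 1) to 216 (control replicate 3) shared. For pud-1.1 and pud-1.2 at H3 0.02 the log2 fold-change ran from −3.42 (without control replicate 3) to −2.45 (without H3 0.02 replicate 3), and the call ended without control replicate 1 (−2.84) or 2 (−2.81).

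For gene lists, camera with an estimated correlation gave 7, 9, 7 and 7, with 0 for H3 2 against H3 0.02 and 2 for RE against H3 0.2, where the preset correlation gave 16, 16, 17, 17, 6 and 5. fry gave 0 and 0 for the last 2 comparisons. Without 1 array the numbers ran from 15 to 20, 15 to 21, 13 to 19, 15 to 23, 3 to 10 and 4 to 8.

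Of 499 pairs of a named gene and a comparison, none reversed. Weaker and stronger pairs numbered 29 and 0 with the methods' test, 180 and 0 with only 6 arrays, 4 and 41 with array weights and 2 and 41 with the array-set block.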

Differences from the paper's values

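Values here are on the same log2 scale as the paper's tables: of 560 comparisons of a fold-change in S2 Table with a probe set, 556 were within 1%. The comparison with S2 Table was chosen only after seeing the result. The paper counts genes, and probe sets are counted here.

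The counts per treatment and of genes shared by all 4 were within 1.5 times the paper's. With the test named in the paper's methods, 156, 267, 372 and 231 probe sets passed at H3 0.02, H3 0.2, H3 2 and RE. That test gave 134 in all 4 treatments, the number of genes the paper gives. For genes exclusively higher at H3 2 the paper gives the same number as for all genes that changed at H3 2. Here 165 probe sets passed at H3 2 alone, of which 60 were higher and 105 lower. Of the 105, 37 have no named gene, and among named probe sets 56 were higher and 68 lower. The test named in the paper's methods gave 125.

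For RE alone, 11 probe sets passed, over 1.5 times the number of genes the paper lists, 1 higher and 10 lower, and the test named in the paper's methods gave 9. They include daao-1, cyp-34A10 and C12D5.9, which the paper does not list there, and spl-2. The paper's tag-38 is in none of the name tables used here, and whether it is an older name of spl-2 was not settled.

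S2 Table holds 138 rows, of which 66 are higher and 72 lower, and 132 are among the 164 shared probe sets. It includes genes whose RE fold-change is under 2, namely K07B1.8 (−1.88), F55C5.13 (−1.83), nuc-1 (−1.82), F43C1.7 (1.88) and F59A7.2 (1.98).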

Other observations

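Some nspe genes, of a nematode-specific peptide family, rose. nspe-7 went from a log2 value of 3.84 ± 0.54 (SD, n = 3) in the control to 6.49 ± 0.38 at H3 2, with log2 fold-changes of 2.80, 3.14, 2.65 (adjusted p = 0.000424 from limma) and 2.64 at H3 0.02, H3 0.2, H3 2 and RE, and nspe-8 had 2.56, 3.10, 2.62 and 2.89. At H3 0.2 and RE, the values with the array set as a block were 3.07 and 2.57 for nspe-7 and 3.09 and 2.88 for nspe-8. The adjusted p of nspe-7 at H3 0.02 was 0.0681 with only the 6 arrays compared. Of 8 nspe genes, 3 rose in each treatment (5 when adjusted over the list alone; adjusted p = 0.00439 at H3 2 with an estimated correlation).

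No ribosomal protein gene of 62 passed limma's test or the test named in the paper's methods, while 9, 22, 28 and 22 were lower at an unadjusted p under 0.05. Their median log2 fold-change was −0.12, −0.16, −0.24 and −0.22 (adjusted p = 0.379, 0.154, 0.112 and 0.124 with an estimated correlation).

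The test of the fasting response was chosen only after seeing the result that the lipases and fmo-2 fell, and its prediction was written before the test was run. Lower lysosomal lipases and fmo-2 could reflect a weaker fasting response in treated worms. The medians of 5 further fasting-induced genes, acs-2, icl-1, fil-2, hacd-1 and ech-9, were −0.49, −0.32, −0.49 and −0.31, the highest being −0.313. Of these, acs-2, icl-1 and fil-2 are in the fixed fasting list, whose values had been seen. Only hacd-1 passed in any treatment, falling by 1.64 at H3 2 (adjusted p = 0.00781 from limma) and 1.42 for RE (adjusted p = 0.0261, or 0.0741 with only the 6 arrays compared). Its fall for RE did not pass without control replicate 1 or 2 or RE replicate 1 or 3 (−1.42 to −1.24). The value of icl-1 was 0.18 at H3 2 (adjusted p = 0.905), and the hypothesis of a weaker fasting response remains open.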
